# Integrative sRNA, DNA Methylation, and Transcriptomics Reveals Dynamic Epigenetic Reprogramming of *Meloidogyne javanica*-Induced Galls in Arabidopsis

**DOI:** 10.3390/ijms27104365

**Published:** 2026-05-14

**Authors:** Jose Domínguez-Figueroa, Ana Cláudia Silva, Patricia Abril-Urias, Sebastian Y. Müller, Maria Jose Ladera-Carmona, Patrick Schäfer, Victoria Baca-González, Elena Caro, Carolina Escobar

**Keywords:** root-knot nematodes, sRNAs, DNA methylation, transcriptomics, rasiRNAs, miRNAs

## Abstract

Root knot nematodes (RKNs) induce galls, containing multinucleated giant cells (GCs) to nourish them. The differentiation of precursor cells to galls/GCs involves extensive cellular reprogramming with multiple layers of regulation. Epigenetic regulation during the early stages of infection indicates that RNA-directed DNA methylation (RdDM) and microRNA-dependent gene silencing contribute to transcriptional and post-transcriptional reprogramming during gall organogenesis. Although later stages of galls/GC development are crucial for nematode life-cycle maintenance, epigenetic reprogramming events remain largely unexplored. An integrative analysis of sRNAs, DNA methylation, and transcriptomic dynamics in galls induced by *Meloidogyne javanica* revealed that enrichment of 24 nt sRNAs represents a gall hallmark across early and late developmental stages. Fewer gall-distinctive sRNAs were detected at mid-to-late stages than at early stages, alongside a pronounced spatial reorganization of rasiRNA accumulation. At early stages, gall-distinctive rasiRNAs preferentially accumulated in pericentromeric retrotransposon-rich regions, whereas, at mid-to-late stages, they predominantly localized to chromosome arms, matching DNA transposons, promoters, and gene bodies. A decline in the regulatory influence of miRNAs was observed as infection progressed, possibly reflecting a transition toward specialized regulatory states associated with gall maintenance. Moreover, three regulatory modules, miR2111-5p/HOLT, miR172/AP2, and miR156/SPL10, were tightly but oppositely regulated at 3 and 14 days post-infection. Furthermore, miR156/SPL10 showed crucial functions during gall formation and/or maintenance, possibly influenced by hormonal cues involving ARF8 among other ARFs. Our results highlight stage-specific patterns involving sRNA dynamics, DNA methylation, and transcriptomic changes underlying nematode feeding site development and maintenance.

## 1. Introduction

Root-knot nematodes (RKN; *Meloidogyne* spp.), are among the most damaging agricultural pathogens, causing severe yield losses worldwide [1]. These obligate endoparasites penetrate plant roots, migrate intercellularly and establish specialized feeding sites within the vascular cylinder, where they trigger the formation of multinucleated giant cells (GCs) within galls [2]. GCs are the sole nutrient source for the nematode, and their development involves extensive cellular reprogramming. This includes mitosis with incomplete cytokinesis, hypertrophy of the surrounding tissues, and profound transcriptional changes [2,3].

Early-stage galls in *Arabidopsis thaliana* and tomato display generalized gene repression. However, the molecular mechanisms underlying this widespread transcriptional reprogramming remain poorly understood [4,5,6,7,8]. This transcriptional control involves multiple layers of regulation, from transcription factors [9] to epigenetic mechanisms. Growing evidence indicates that epigenetic mechanisms, particularly those mediated by noncoding small RNAs (sRNAs) and RNA-directed DNA methylation (RdDM), play a critical role in the transcriptional reprogramming associated with gall organogenesis [8,10,11,12]. Among sRNAs, microRNAs (miRNAs) such as miR390, miR159 and miR172 are essential regulators during the early stages of RKN establishment in Arabidopsis [12]. miR159 regulates *M. incognita*-induced gall formation through early inhibition of MYB33 translation [13], whereas the miR390/TAS3 module represses auxin signaling mediated by auxin responsive factors such as ARF3 in galls induced by *M. javanica* [10]. In addition, miR319 represses TCP4, increasing plant susceptibility to *M. incognita* infection and reducing jasmonic acid levels in galls [14], while miR172 promotes gall and GC formation by repressing the AP2-like transcription factor TOE1 [15]. More recently, miR408 and miR398 have been shown to promote GC formation during RKN infection by modulating copper homeostasis and redox balance downstream of the transcription factor SPL7 [16]. In tomato, miR167 and miR396 regulate feeding site development via ARF8 and sugar allocation to GCs through the GRF8–STP10 module, respectively [17,18]. Specific miRNAs also regulate cyst nematode parasitism in Arabidopsis—i.e., miR396/GRF1/3, miR858/MYB83, and miR827/ubiquitin-E3-ligase-NLA orchestrate syncytium development and parasitism [12]—while miR778 and miR165a modulate epigenetic regulators SUVH5/6 and HD-ZIP III transcription factors, respectively [19,20].

Concurrently, early gall development is marked by the accumulation of 24-nucleotide repeat-associated small interfering RNAs (rasiRNAs), which originate from repetitive genomic regions and are closely associated with the regulation of transposable elements (TEs) and transcriptional silencing through RdDM [10,11].

Despite these advances, major knowledge gaps remain regarding later stages of gall development, during which nematodes must sustain long-term feeding while keeping host defense responses and programmed cell death mechanisms in check. First, the dynamics of sRNA populations during later stages of gall development and their influence on TE regulation are largely unexplored. Second, the relationship between differential sRNA accumulation, DNA methylation, and global transcriptional changes during gall maturation has not been systematically addressed. Third, the functional roles of specific miRNAs and rasiRNAs in shaping gall development are still unclear. Understanding these aspects is essential to uncover how epigenetics, including post-transcriptional mechanisms, orchestrate plant cell reprogramming in response to nematode parasitism.

In this study, we investigated the relationships between sRNAs, transcriptional reprogramming, and DNA methylation during gall development at early and late infection stages (3 and 14 dpi). We aimed to determine whether distinct classes of sRNAs define gall identity across developmental stages and to what extent their spatial distribution is dynamically remodeled during infection. In addition, we explored the regulation of specific miRNA–target modules across gall progression, including miR2111-5p/HOLT, miR172/AP2, and miR156/SPL10, with a particular focus on the role of the miR156/SPL10 module in gall formation and maintenance.

## 2. Results and Discussion

### 2.1. Overview of sRNA Dynamics in Late-Stage Galls

In earlier studies, we described for the first time the differential expression of the sRNA population in early-stage galls (3 dpi) induced by *M. javanica* in Arabidopsis roots as compared to uninfected roots [10]. Here we investigated the dynamic regulation of the sRNA population from early to mid-to-late stages (14 dpi) in galls. 

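In sRNA-seq, the short RNAs of a tissue are turned into a library and each read gives the sequence of a whole RNA molecule. The libraries compared came from galls induced by M. javanica and dissected at 14 dpi (n = 3) and from uninfected control root segments (n = 3). In the deposited table of sRNA species (exact sequences), the authors had multiplied the read counts of each library by a constant. Dividing by these constants, which ranged from 1 to 1.61, gave whole reads for 100% of the values (tolerance 1e-06 reads). The recovered reads were 12301709, 11771398 and 12212727 in gall replicates 1 to 3 and 8640039, 12785758 and 12204277 in control root replicates 1 to 3. At these depths, a count of 0 reads in a library allows a species to be present at up to 3 reads in it. The table lists 307494 species of 19 to 25 nt, each with more than 10 reads over the 6 libraries. Of these species, 260913 (84.9%) had an exact match in the TAIR10 genome and 153969 (50.1%) had a single match. The deposited table of 200-bp bins lists 160761 bins. In every bin the 3 libraries of a group were constant multiples of each other (relative deviations of at most 9.8e-15), as values fitted by a group model are, so the bins carry no variation between replicates and were not tested.
sRNA species were compared between galls and control roots with limma on the log2 of the deposited values plus a pseudocount of 1, with Benjamini-Hochberg adjustment over all 307494 species. At an FDR under 0.05, 37548 species had a higher and 3698 a lower level in galls. Of all species tested, 66464 (21.6%) had every gall above every control root and 21864 (7.11%) the reverse, where chance gives 5% each way. The alternatives that moved these counts most were a minimum total above 50, which left 11780 species with a higher level, and an FDR under 0.01, which left 342 with a lower level. Leaving out gall replicate 3 or control root replicate 3 gave 23292 and 24221 species with a higher level and 953 and 1690 with a lower level, and leaving out gall replicate 1 gave 820 with a lower level. With glmLRT of edgeR on the recovered reads, the test that the methods name, 43316 species had a higher and 8520 a lower level. The reads of a library are not independent molecules, so counting intervals and detection limits here cover counting error only.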

Six independent sRNA libraries were generated: three independent biological replicates from hand-dissected galls at 14 dpi and three from corresponding uninfected root segments (see Materials and Methods).

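Detection was first compared per 200-bp bin. Of the 160761 bins of the deposited table, 142546 (88.7%) had a value above 0 in both groups. Table S2a, which lists the differential bins of the paper, has 52084 lines, of which the first 3.31% were in hand. All of these stood at the same place in the deposited table, with values per library equal within a relative difference of 4.93e-06. The first 52084 bins of the deposited table were therefore taken as the differential bins, a choice made after seeing the data. Among them, 33869 had values above 0 in both groups, a share of 65.0% (exact binomial 95% confidence interval 64.6 to 65.4%).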

At 14 dpi most sRNAs were shared between galls and control roots (65.03%; Figure 1a; Table S2). Gall-distinctive sRNAs (dGall-sRNA; sRNAs present in galls, but not in control roots) accounted for 34.94%, whereas only a small fraction (0.04%) was distinctive to control roots (dRC-sRNAs; present in control roots, but not in galls). These data contrast with early infection stages, when gall-distinctive sRNA sequences were predominant (58%) [10]. 

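The first 52084 bins held all 18196 bins listed only in galls (34.9%, exact binomial 95% confidence interval 34.5 to 35.3%) and all 19 bins listed only in control roots (0.0365%, 0.0220 to 0.0570%). The last of the bins listed only in galls stood at place 39890 of the table. Counted against all 160761 listed bins, the bins found only in galls made up 11.3%. With absence defined as a mean below 1 in control roots, their share of the differential bins was 54.8%.
Per sRNA species, 21035 of all listed species (6.84%) had reads only in galls and 229 (0.0745%) only in control roots, while 286230 (93.1%) had reads in both. Among the 41246 species that limma called differential, 19510 (47.3%) had reads only in galls, 155 (0.376%) only in control roots, and 21581 (52.3%) in both. Apart from counting over all listed species, a minimum total above 50 moved the share detected only in galls most, to 15.8%. Without gall replicate 3 the share was 75.5% and without gall replicate 1 it was 67.4%. After random thinning of every library to the smallest read total (1 thinning), 23939 species had reads only in galls and 781 only in control roots. Of the 21035 species with reads only in galls, 11821 had an exact match in the Arabidopsis genome.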

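Reads were also divided by length, over the listed species of 20 to 25 nt. Reads of species with 10 or fewer reads in total are not listed and so are missing from these shares. Reads of 24 nt made up 26.4 ± 3.25% (SD, n = 3) in galls and 22.5 ± 3.56% (n = 3) in control roots, a difference of 3.89 percentage points within the spread between replicates (two-sided exact permutation test, p = 0.3). The shares were 24.0, 25.1 and 30.1% in gall replicates 1 to 3 and 26.4, 21.8 and 19.4% in control root replicates 1 to 3. Reads of 21 nt made up 22.2 ± 0.947% in galls and 26.5 ± 5.62% in control roots (exact p = 0.4), with 31.9% in control root replicate 2 and 20.7% in control root replicate 1. For 20 nt the shares were 13.5 ± 1.39% and 13.1 ± 2.53% (exact p = 0.9). Reads of 22 nt were the only class in which every gall lay above every control root, at 15.0 ± 0.818% against 12.5 ± 0.919% (exact p = 0.1). Among reads with an exact match in the genome, the 22 nt shares were 12.8% and 12.4% (exact p = 0.8). Because 3 libraries against 3 cannot give a p below 0.1, no length class could pass 0.05, and after Benjamini-Hochberg adjustment over the 6 lengths the smallest value was 0.6.
The alternative that moved the 24 nt difference most was counting species in place of reads, which gave 0.747 percentage points. With each library left out in turn, it lay between 2.04 (without gall replicate 3) and 5.82 (without control root replicate 1). Without the annotated mature miRNA sequences, the 21 nt difference of -4.31 percentage points became -0.103. It was -1.61 without control root replicate 2 and -7.21 without control root replicate 1. Mature miRNAs took 6.29, 6.58 and 9.55% of the reads in gall replicates 1 to 3 and 9.60, 16.4 and 10.5% in control root replicates 1 to 3. Among 24 nt reads, 55.6 ± 3.99% in galls and 49.9 ± 4.04% in control roots began with A (exact p = 0.3).

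**Figure D1:**
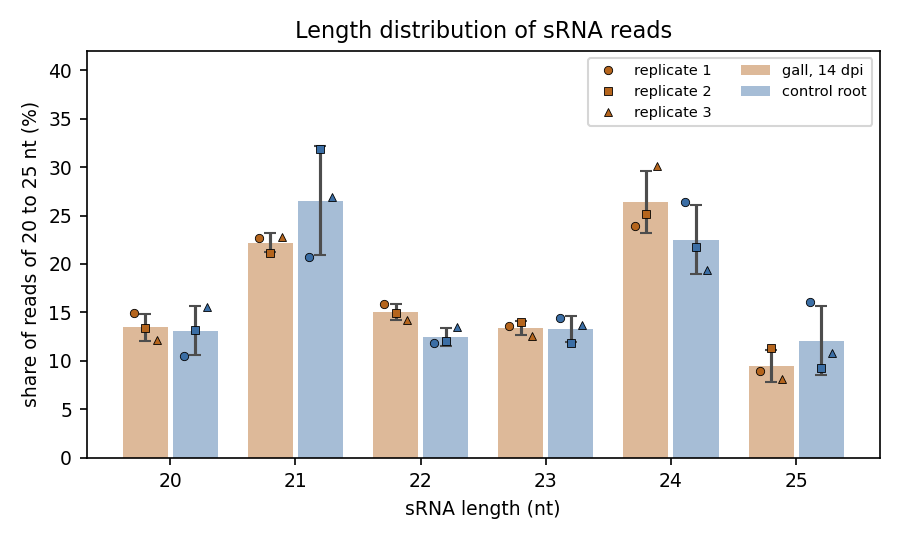
Percent of reads of 20 to 25 nt by sRNA length (nt) in 14 dpi galls and control roots; points are the 3 libraries of each group, bars their means and error bars the SD. The points of both groups overlap at every length except 22 nt.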

The length distribution of clean reads showed that sRNAs of 24 nt, likely corresponding to rasiRNAs, were very abundant in the 14 dpi gall libraries, while typical miRNA lengths of 20 and 21 nt predominated in the control root libraries (Figure 1b). In line with this, 53% of the deregulated gall-distinctive sRNAs (only detected in galls) at 14 dpi were 24 nt in length, and among these, most of them were upregulated (Figure 1c,d). This landscape of sRNA length distribution at 14 dpi resembled that observed during early infection stages, where rasiRNAs were enriched in galls, but miRNAs dominated in control roots.

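Of the 19510 differential species with reads only in galls, 10016 (51.3%) were 24 nt long (exact binomial 95% confidence interval 50.6 to 52.0%). Of the 155 differential species with reads only in control roots, 40 (25.8%) were 24 nt long (two-sided Fisher's exact test, odds ratio 3.03, p = 1.36e-10). Species are not independent replicates, so this test covers counting error only. Without gall replicate 3 the shares were 50.0% and 50.2% (Fisher's exact p = 0.924). With each other library left out in turn, the share in control-only species lay between 12.2% (without control root replicate 1) and 32.8% (without control root replicate 3). With a minimum total above 50, the share in gall-only species was 26.9% and no differential species remained that had reads only in control roots. Among the gall-only differential species with an exact match in the genome, 78.8% (78.0 to 79.5%) were 24 nt long, against 16.5% among those without a match. In both groups together, limma called 22373 species of 24 nt differential, and 95.7% of these had a higher level in galls. Among the 11821 listed species with reads only in galls and a genome match, 9290 (78.6%) were 24 nt long, and 79.6% of these began with A. From the length distribution (Figure 1b), its own 24 nt share of deregulated gall-distinctive sRNAs (Figure 1c) and the resemblance of this landscape to early infection stages, the paper concludes that the enrichment of 24 nt sRNAs is a hallmark of galls across infection stages.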

Therefore, the consistent enrichment of 24 nt sRNAs represents a hallmark of galls across different infection stages and appears to be conserved in other RKN interactions, such as in galls induced by *M. incognita* at 7 and 14 dpi in Arabidopsis [21] and in galls induced by *M. graminicola* at 3 dpi in rice [22].

### 2.2. Distinctive rasiRNA Accumulation Patterns Highlight Dynamic and Stage-Specific Regulatory Landscapes During Gall Development and Maintenance

We previously reported that *M. javanica* infection in Arabidopsis triggers the silencing of transposable elements (TEs) during early gall development, with predominant silencing of class I TEs, retrotransposons, that rely on RNA intermediates and reverse transcriptase activity. Consequently, retrotransposons are the main targets of rasiRNAs in early-stage galls [11]. rasiRNAs play a pivotal role in maintaining genomic stability by preventing uncontrolled activation and proliferation of TEs, primarily by guiding the RNA-directed DNA methylation (RdDM) mechanism [23,24]. We next examined the dynamics of putative TE regulation during gall development in Arabidopsis, with a particular focus on rasiRNA populations in mid- to late-stage galls.

Notably, a marked shift in rasiRNA accumulation was observed in mid-to-late-stage galls as compared to early-stage galls. At 14 dpi, the majority of dGall-rasiRNAs (rasiRNAs only found in the gall libraries; 75%) were complementary to class II TEs, DNA transposons, while 24% aligned to class I TEs and 0.58% mapped to other repetitive genomic regions; no reads aligned to TEs with ambiguous classification (Figure 2a; Table S3a). Conversely, dRC-rasiRNAs displayed a contrasting distribution across TE classes. 

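The transposable element (TE) of a bin was taken from Table S3b, the authors' annotation. Of its 13566 lines, 13.4% were in hand, all on chromosome 1, with bin starts from 16801 to 19317401 and the middle 50% between 12642101 and 16879551. All of these bins were found in the deposited table, and their values there gave 356 bins with a value only in galls, 1466 in both groups and 0 only in control roots. In the authors' annotation, 264 of the 356 gall-only bins (74.2%) lay in class II TEs, 89 (25.0%) in class I TEs and 3 in other repeats. Of the 1466 bins found in both groups, 999 (68.1%) lay in class II TEs, 453 (30.9%) in class I TEs and 14 in other repeats. The authors' mark for an ambiguous TE, which overlaps these classes, was set for 0 of the 356 and 93 of the 1466 bins. These lines cover part of a single chromosome, including its pericentromeric region, and no test was run on them.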

A comparison of TE class composition between dGall- and dRC-rasiRNAs revealed a significant difference (χ^2^ test, *p* < 0.001), with adjusted residuals indicating a relative overrepresentation of class II-associated rasiRNAs in dGall-rasiRNAs and class I-associated rasiRNAs in dRC-rasiRNAs (Figure 2a). In contrast, at 3 dpi, most of the dGall-rasiRNAs targeted class I TEs [11]. These findings suggest a shift in rasiRNA targeting between early and late stages of gall development, specifically in dGall-rasiRNAs, consistent with a stage-dependent pattern.

Our analysis also revealed that 55% of the dGall-rasiRNAs (1588) matched class II TEs from the HELITRON superfamily, whereas only 10% (7) of the dRC-rasiRNAs (distinctive rasiRNAs in control roots) targeted the same superfamily (Figure 2b; Table S3a). Conversely, during early gall formation, class I retrotransposon superfamilies such as GYPSY, COPIA, and LINE were the most enriched among dGall-rasiRNAs [11]. This observation is consistent with a change in the dynamics of rasiRNA populations between early and mid-to-late stages.

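Among the same part of chromosome 1, 189 of the 356 gall-only bins (53.1%) carried a Helitron in the authors' annotation, against 542 of the 1466 bins found in both groups (37.0%). Copia elements were named for 44 gall-only bins, MuDR for 40, Gypsy for 26 and LINE for 17.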

These former results on early gall formation were consistent with the spatial distribution of rasiRNAs across Arabidopsis chromosomes (Figure 2c; Table S3b). To assess the chromosomal dynamics of rasiRNA accumulation during gall development, each chromosome was divided into five distinct regions: left arm (R1), left pericentromeric region (PC1), centromeric region (CEN), right pericentromeric region (PC2) and right arm (R2) [11]. In early-stage galls, dGall-rasiRNAs were predominantly enriched in pericentromeric regions [11] coinciding with the preferential localization of retrotransposons in these regions [8]. In contrast, in mid- to late-stage galls, dGall-rasiRNAs displayed a clear shift in chromosomal distribution, accumulating preferentially in the arm regions (Figure 2c). Moreover, a substantial proportion of these rasiRNAs (69%) overlapped not only with annotated DNA transposable elements but also with promoter regions and gene bodies (Figure 2d). Similarly, Medina et al. [21] described that most of the predicted sRNA clusters differentially expressed in *M. incognita*-induced galls at 7 and 14 dpi were located in promoters or gene bodies. Conversely, dRC-rasiRNAs were predominantly distributed in the pericentromeric regions across all five Arabidopsis chromosomes and showed limited overlap with genes or promoters (Figure 2c,d). 

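Chromosomal positions were assigned to all bins rather than to bins with an annotated TE, with a centromere of 200 kb and a pericentromere of 2.5 Mb on each side, as Table S3b gives them for chromosome 1 (centromere at 14986546 to 15186545). For the other chromosomes, the centromere was placed from the bins that Table S2a calls pericentromeric. Of the 18196 bins found only in galls, 14366 (79.0%, exact binomial 95% confidence interval 78.4 to 79.5%) lay in chromosome arms, 20.9% in pericentromeric regions and 21 (0.115%) in centromeres. Of the 141609 nuclear bins found in both groups, 58.3% lay in arms (58.0 to 58.5%). The odds ratio for arm against pericentromeric bins was 2.64 (two-sided Fisher's exact test, with a p too small to be represented), and bins are not independent replicates. Of all 595735 bins of the 5 chromosomes, 78.2% lay in arms. On chromosomes 1 to 5, the arm share of gall-only bins was 82.2, 78.2, 79.1, 68.3 and 82.7%, and that of bins found in both groups was 66.6, 52.7, 55.8, 50.7 and 62.7%. A pericentromere of 1.5 Mb on each side moved the arm shares most, to 93.1% of gall-only and 76.6% of common bins, counted without centromeric bins. Because the bins were fitted by group, the bins were also rebuilt for each library from the sRNA species with a single genome match. Of 45072 rebuilt bins, limma called 13493 higher and 410 lower in galls, and 5141 of those called higher had 0 reads in every control root. With TMM scaling, which moved the median log2 fold change of all rebuilt bins from 0.69 to 0.34, 11424 were higher and 2066 lower. Of the rebuilt bins called higher and at 0 in control roots, 75.7% lay in arms, counted among arm and pericentromeric bins alone, against 55.3% of the rebuilt bins found in both groups. Of the 18196 bins listed only in galls, 2385 had a rebuilt value. The 5141 rebuilt bins at 0 in control roots therefore include bins whose deposited control root values are above 0. From the distributions of gall-distinctive, control-distinctive and common rasiRNAs (Figure 2c,d) and their comparison with early-stage galls, the paper reasons that rasiRNA accumulation is spatially reorganized in mid- to late-stage galls.

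**Figure D2:**
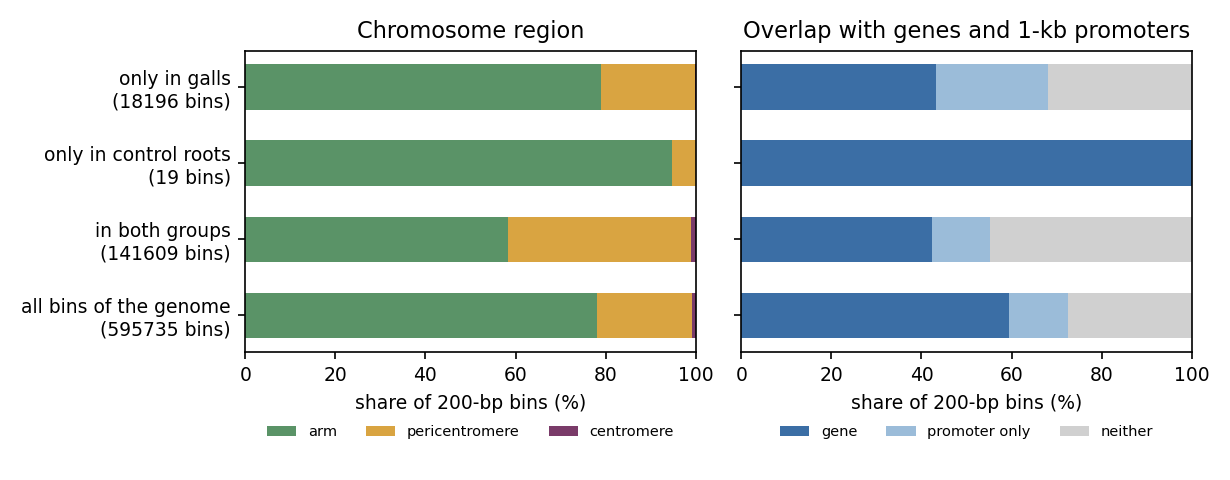
Stacked bars give the percent of 200-bp bins by chromosome region (left) and by overlap with genes and promoters of 1000 bp (right), for bins found only in galls, only in control roots, in both groups and for every bin of the 5 chromosomes. Arms hold 79.0% of the gall-only bins, 58.3% of the bins found in both groups and 78.2% of all bins.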

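With promoters taken as the 1000 bp upstream of the gene start, 12409 of the 18196 gall-only bins (68.2%, exact binomial 95% confidence interval 67.5 to 68.9%) overlapped a gene or a promoter. These bins were again taken with or without an annotated TE. A gene was overlapped by 43.3% and only a promoter by 24.9%. Of the bins found in both groups, 55.2% (55.0 to 55.5%) overlapped a gene or promoter, 42.2% a gene and 13.0% only a promoter (Fisher's exact test against gall-only bins, odds ratio 1.74, p = 1.61e-248). Across every 200-bp bin of the 5 chromosomes, the share was 72.4%. Promoters of 2000 bp moved the shares most, to 79.4% of gall-only and 63.3% of common bins. Among rebuilt bins, 65.0% of those called higher in galls and at 0 in control roots overlapped a gene or promoter, against 45.5% of the rebuilt bins found in both groups. Most of the gall-only bins had no rebuilt value, so these are not the same bins.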

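The deposited table lists 19 bins with values only in control roots, with or without an annotated TE. Of these 19 bins, 18 (94.7%, exact binomial 95% confidence interval 74.0 to 99.9%) lay in chromosome arms and 1 in a pericentromeric region of chromosome 5. Their arm share did not differ detectably from that of gall-only bins (Fisher's exact p = 0.152). All 19 overlapped a gene. The share that overlapped a gene or promoter (100%, 82.4 to 100%) was larger than among gall-only bins (Fisher's exact p = 9.12e-04). With absence defined as a mean below 1 in the other group, 943 bins counted as found only in control roots. Counted among arm and pericentromeric bins alone, 88.7% of these lay in arms, against 71.3% of the gall-only bins so defined (Fisher's exact p = 9.57e-37). Which of the 19 bins carry a TE could not be read from the part of Table S3b in hand, where 0 bins had values only in control roots.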

Common rasiRNAs, on the other hand, were broadly distributed across all chromosome regions except the centromeres (Figure 2c,d).

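Of the 141609 nuclear bins with values in both groups, 40.8% lay in pericentromeric regions and 1371 (0.968%) in the 200 kb taken as centromeres. The centromeres hold 0.839% of all 200-bp bins of the 5 chromosomes.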

Together, these observations highlighted a marked spatial reorganization of rasiRNA accumulation in mid- to late-stage galls relative to early gall development, reflecting dynamic and stage-specific regulatory landscapes throughout the course of the infection.

### 2.3. Comprehensive Transcriptomic Analysis of Gall Formation Across Developmental Stages

We aimed to investigate transcriptomic changes during gall formation in *M. javanica*-infected Arabidopsis at mid-to-late infection stages. To this end, we performed RNA-seq analyses of galls induced by *M. javanica* in Arabidopsis at 14 dpi. Additionally, we compared this dataset with previously published early-stage transcriptomic data from galls at 3 dpi obtained under the same experimental conditions and processed using the same bioinformatic pipeline and parameters [8], allowing us to assess temporal expression trends throughout the infection process. This comprehensive dataset also enabled integrative comparisons with other omics approaches described in subsequent sections of the manuscript.

A total of 8251 differentially expressed genes (DEGs) were identified in galls at 14 dpi *versus* control root tissue (Table S4; Figure 3a). Notably, a higher number of DEGs (11,034) were detected in galls at 3 dpi [8], representing an overall 25% reduction in DEGs at the later stage (Figure 3a). This decrease was primarily attributed to a 33.7% reduction in upregulated genes (5396 at 3 dpi *versus* 3579 at 14 dpi), whereas the number of downregulated genes declined more moderately by 17.1% (Figure 3a). Further analyses revealed that 6079 DEGs were exclusive to early-stage galls, while 3296 DEGs were exclusive to mid-to-late-stage galls. In addition, 4955 DEGs were shared between both timepoints, including 1375 upregulated and 1904 downregulated genes. Among the DEGs detected at 14 dpi, 56% maintained their expression pattern from 3 dpi, whereas 40% were uniquely DE at the later stage. Interestingly, 1676 DEGs exhibited opposite expression patterns between the two infection stages: 1008 genes were upregulated at 3 dpi but downregulated at 14 dpi, while 668 displayed the reverse trend, being downregulated at 3 dpi and upregulated at 14 dpi (Figure 3a).

To further support the robustness of the transcriptomic dataset at 14 dpi, we validated the expression levels of representative induced genes (*ARABIDOPSIS HEMOGLOBIN*, *AHB1*; *HYPOXIA RESPONSE ATTENUATOR1*, *HRA1*; *SQUAMOSA PROMOTER BINDING PROTEIN-LIKE 10*, *SPL10*, and *ACTIN-RELATED PROTEIN*, *ARP*) by qRT-PCR. Their expression patterns were consistent with the RNA-seq results, as all genes but SPL10 were induced in galls at 14 dpi as compared to uninfected tissues, confirming the reliability of the dataset (Figure 3b).

To investigate key differences and similarities in the biological processes relevant at both infection stages, DEGs were classified by gene ontology using MapMan software v3.7.1 [25]. A Wilcoxon rank test with Benjamini–Hochberg correction was applied to identify functional categories with significantly differential behavior relative to all other categories in each dataset (3 and 14 dpi galls; false discovery rate, FDR < 0.05; Table S5). From these, we selected categories displaying contrasting expression patterns between early and late infection stages. Genes related to cell wall metabolism exhibited dynamic regulation across both stages (Figure 3c; Table S5). In galls at 3 dpi, 69.8% of the genes in the cell wall category were upregulated, and the subcategory of cell wall modification was predominant only at this stage, but not at 14 dpi. In contrast, 84.9% of the cell wall genes were downregulated at 14 dpi, and the two predominant subcategories at this stage, cell wall degradation and cellulose synthesis, showed distinct differential profiles (Figure 3c; Table S5). These patterns suggest a functional transition from active cell wall remodeling during early gall development to structural stabilization during the mid-to-late infection phase. These results suggest that gall maturation may be associated with a general decrease in cell wall metabolic activity, rather than sustained remodeling or increased cellulose production. Consistent with this, previous transcriptomic studies in Arabidopsis giant cells revealed differential expression of genes involved in cell wall remodeling at early infection stages [6]. More recent work has further highlighted the importance of plant cell wall remodeling during nematode establishment, particularly through the activity of cell wall-degrading enzymes such as β-1,4-endoglucanases. In this context, the *CsCEL1* gene in the RKN interaction has been shown to modulate cellulose content and influence host susceptibility during *M. incognita* infection [26].

The cell cycle category showed a significantly differential profile compared to the other categories only at 3 dpi, but not at 14 dpi, with 73.53% of DEGs being upregulated (Figure 3c; Table S5). This pattern is consistent with the pronounced cellular changes occurring during the establishment of feeding sites at early infection stages, characterized by active mitosis with incomplete cytokinesis within the GCs and by proliferation of surrounding tissues within the galls [2]. In addition, the DNA category showed significant differences relative to the other categories at both infection stages. Notably, genes related to histone synthesis were significantly upregulated exclusively in galls at 14 dpi (Figure 3c; Table S5). This likely reflected an increased demand for histone binding at mid-to-late stages to maintain chromatin structure that had suffered multiple rounds of DNA replication, not only due to repeated mitosis with partial cytokinesis, but also to activate endoreduplication as GCs reached their final size [3].

Genes within the *protein* category exhibited distinct expression trends between early- and mid-to-late-stage galls. At 3 dpi, genes associated with protein degradation and post-translational modification pathways were predominantly downregulated and showed a significantly different profile to the rest of the categories (Figure 3c; Table S5). In contrast, at 14 dpi, genes involved in protein synthesis were largely upregulated (Figure 3b; Table S5) suggesting increased translational activity. This shift may reflect the growing nutritional demands of the developing nematode during sustained feeding at later infection stages. Taken together, these transcriptional patterns are consistent with a transition from an early proliferative phase associated with J2 establishment to a later stage characterized by increased metabolic activity required for nematode growth and feeding.

The RNA functional category displayed stage-specific regulation, with notable changes in genes associated with sRNAs, in accordance with the previous sections (Figure 3c; Table S5). These findings underscored the dynamic transcriptional and post-transcriptional adjustments that occur during gall formation. Genes encoding transcriptional regulators (transcription factors; TFs) were predominant in the RNA category (Table S4) and key players in gall and GC formation [9]. Therefore, we analyzed further TF expression patterns in detail.

Galls at 3 dpi showed upregulation of specific TF families (B3 domain, B3; homeobox, HB; lateral organ boundaries, LBD), while bZIP (basic leucine zipper domain) and MYB-related families were repressed; all exhibiting significantly distinct profiles as compared to other TF families (Figure 3d). Notably, *LBD* genes were specifically upregulated at early stages but not at 14 dpi, consistent with their known roles. For example, LBD16 is known to be involved in the early stages of lateral root formation and in early gall/GC development [27]. Downregulation of bZIP members is also characteristic of early infection stages. Supporting this, silencing of *TGA1a*, a member of the bZIP family, in the tomato resistant cultivar Motelle led to increased susceptibility to RKNs [28]. In contrast, MYB-related families were upregulated at 14 dpi, showing the opposite trend compared to 3 dpi galls. Similarly, members of the ZF-HD (Zinc Finger–Homeodomain) and DOF (One Finger DNA binding) families were upregulated and displayed differential expression profiles at 14 dpi, but not during early infection (Figure 3d). Both TF families were therefore characteristic of mid-to-late-stage galls. In accordance, the MYB TF family showed the highest number of members at mid-to-late stages of infection in *M. incognita*-induced galls [4]. However, to date, there is no functional characterization of ZF-HD or DOF TFs in the context of RKN interaction, as there is a limited number of TF families investigated in this pathosystem, as reported by Dominguez-Figueroa et al. [9].

Taken together, the TFs predominant at each gall developmental stage exhibited markedly distinct expression patterns, likely reflecting the underlying biological processes: an initial phase characterized by active cell proliferation, followed by a phase of cell differentiation and expansion during gall maturation. While TFs serve as key regulators of numerous developmental and stress-responsive pathways, epigenetic mechanisms, particularly DNA methylation, also played crucial roles in modulating gene expression during RKN infection in Arabidopsis at early stages [8]. Therefore, we next sought to explore the relationship between stage-specific DNA methylation patterns and gene expression at 14 dpi.

### 2.4. Shaping DNA Methylation During Gall Development and Its Correlation with Expression Patterns

Early-stage galls (3 dpi) exhibited extensive hypermethylation of TEs, predominantly located in pericentromeric regions [8]. This hypermethylation effectively suppressed the activation of retrotransposons (class I TEs), particularly those of the GYPSY superfamily, which were transcriptionally repressed in galls as compared to control roots. This pattern aligned with the preferential location of dGall-rasiRNAs [11]. In contrast, mid-to-late-stage galls displayed pronounced hypomethylation of TEs, particularly those situated in arm regions of chromosomes. Concurrently, hypermethylated regions at this stage were more frequently found in promoters and gene bodies within chromosome arms [8]. This observation was further supported by the accumulation of dGall-rasiRNAs complementary to chromosome arms, with notable enrichment in promoters and genic regions (Figure 2c,d).

In early-stage galls, where host cells undergo extensive transcriptional reprogramming to initiate gall formation, hypermethylation of retrotransposons may function as a protective mechanism to maintain genomic integrity and stability [8]. This is particularly important during the rapid mitotic activity with incomplete cytokinesis that occurs within developing GCs, a distinct process from that occurring at 14 dpi (Figure 3c). By contrast, once galls and GCs are nearly fully developed and mitosis has ceased, around 14 dpi [29], such stringent retrotransposon silencing may no longer be as critical.

We performed a correlation analysis of the differentially methylated DNA regions (DMRs) with that of the DE genes from the RNAseq at 14 dpi and compared it with the same previous analyses performed at 3 dpi [8]. At 3 dpi, 50 DE genes showed correlation between their expression and methylation status, either in their promoters or coding regions, of which 39 corresponded to hypermethylated regions (78%; Table 1 and Table 2). At 14 dpi, 28 DE genes correlated with their methylation state (Table 1 and Table 2). However, in contrast to 3 dpi, only 6 of these genes were associated with hypermethylated regions (21%; Table 1 and Table 2). This observation was consistent with the predominance of hypermethylation in 3 dpi galls, whereas no significant differences in methylation were detected at 14 dpi between galls and non-infected control tissues [8]. Moreover, the number of genes potentially regulated by DNA methylation at early stages was approximately twofold higher than at 14 dpi, further supporting the predominance of epigenetic mechanisms at 3 dpi. In line with this, while DNA methylation is often associated with transcriptional repression, this relationship is context-dependent, as gene body methylation can be compatible with active transcription and promoter methylation is not invariably linked to repression [30,31]. Therefore, correlations between DNA methylation and gene expression should be interpreted with caution.

Among these putatively methylation-regulated genes, no predominant biological categories could be identified; they included genes related to the cell wall, TFs, basic cellular processes, etc. Notably, the only gene that was hypermethylated and downregulated at both infection stages was related to plant defenses, encoding a cysteine/histidine-rich C1 domain family protein which has been reported in pepper to increase susceptibility of *Xanthomonas campestris* pv. *vesicatoria* when silenced, and to enhance resistance to *Hyaloperonospora arabidopsidis* in Arabidopsis when overexpressed [32]. Additionally, an AIG2-like (avirulence-induced gene) family protein was hypermethylated and repressed at 14 dpi, while CYP81D11 (encoding a CYTOCHROME P450, FAMILY 81, SUBFAMILY D, POLYPEPTIDE 11), and CEJ1 (COOPERATIVELY REGULATED BY ETHYLENE AND JASMONATE 1), both associated with plant defense responses, were repressed and differentially methylated at 14 dpi. Interestingly, these two genes were also repressed at 3 dpi but were not differentially methylated, suggesting that distinct regulatory mechanisms may operate at the two infection stages.

In contrast to the correlation observed for hypomethylated gene promoters at 3 dpi and upregulation of plant defense genes at 7 dpi in *M. graminicola*-induced galls in rice [33], we did not observe this tendency in our biological system, except for one gene related to abiotic heat stress; *HTT3* (Table 2) was hypomethylated in its promoter region and induced at 14 dpi.

### 2.5. Global Overview of miRNA-Mediated Gene Regulation Across Early and Mid-to-Late Infection Stages of Root-Knot Nematodes

To evaluate the putative impact on gene regulation of miRNAs during gall development, we integrated the expression profiles of differentially accumulated (DA) miRNAs with those of DEGs in galls at early and mid-to-late stages. A total of 39 miRNAs were uniquely DA at 3 dpi, putatively targeting 25 DEGs, among which 10 encoded transcription factors (TFs; Figure 4; Table S7). These TFs were predicted to regulate 631 downstream DEGs, revealing a broad hierarchical amplification of miRNA-mediated post-transcriptional control during early gall formation. In contrast, 29 miRNAs were exclusively DA at 14 dpi, putatively targeting 12 DEGs, of which only two were TFs (Figure 4; Tables S6 and S7). These TFs were predicted to regulate 54 DEGs, suggesting a more restricted miRNA/TF regulatory cascade at mid-to-late stages compared with early stages.

A subset of 11 DA miRNAs was shared between both infection stages. These miRNAs were predicted to regulate five DEGs exclusively at 3 dpi and one at 14 dpi, the latter encoding a TF predicted to regulate one DE target gene. Ten putative target genes were common to both stages, five of which were TFs. These TFs were predicted to regulate 120 downstream DEGs, including 78 exhibiting consistent expression trends across stages, suggesting partial conservation of miRNA-dependent regulatory modules throughout gall development (Figure 4). When considering all non-redundant DEGs targeted by TFs under miRNA control, we predicted that miRNA-mediated regulation accounted for approximately 7% of total DEGs at 3 dpi but only 2% at 14 dpi. This integrative analysis revealed a decline in the regulatory influence of miRNAs as infection progressed (Figure 4).

Together, these results revealed a pronounced stage-dependent shift in the regulatory architecture of miRNA activity during gall development. While early gall formation relied on extensive and multilayered miRNA/TF regulatory networks that putatively drive large-scale transcriptional and post-transcriptional reprogramming, mid-to-late-stage galls exhibited a reduction in these networks, reflecting a transition toward more stable and specialized regulatory states possibly associated with gall maintenance.

### 2.6. Differential Accumulation of miRNAs During Early and Mid-to-Late Stages of Infection

To characterize the dynamics of miRNA regulation during gall development, we analyzed their accumulation profiles in Arabidopsis during *M. javanica* infection. 

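Annotated miRNAs were matched to the table of sRNA species by exact mature sequence. The annotation holds 428 mature miRNA names with 350 distinct sequences, and 184 of these sequences, which carry 239 names, were listed, each with at least 11 reads over the 6 libraries. Of the 184, 182 had reads in both groups. The others, miR2111a-3p and miR841a-5p, had reads only in galls, and 0 were found only in control roots. Both lay near the detection limit, miR2111a-3p with 3, 2 and 6 reads in gall replicates 1 to 3 and miR841a-5p with 6, 3 and 2, so their absence from control roots was not established at this depth.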

At 14 dpi, a total of 184 miRNAs were detected in at least one of the six libraries analyzed: 168 were present in both galls and control roots, 9 were detected only in galls, and 7 only in control root libraries (Table S6). Similar numbers were observed in galls at 3 dpi [10]. 

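At an FDR under 0.05, adjusted over all sRNA species, limma called 11 miRNAs higher and 16 lower in galls at 14 dpi. Adjusted over the list alone, the counts were 11 and 17. Leaving out gall replicate 1 gave 5 higher and 3 lower, and an FDR under 0.01 gave 3 higher and 6 lower. Leaving out gall replicates 2 and 3 gave 6 and 5 higher and 8 and 6 lower, and leaving out control root replicates 1, 2 and 3 gave 7, 11 and 5 higher and 21, 9 and 13 lower. With the paper's test, glmLRT of edgeR, 13 miRNAs were higher and 33 lower, the additional one being miR391-5p (FDR 0.04997). With that test, the log2 fold changes of all 184 miRNAs lay within 0.00494 of those in Table S6. Of the 32 repressed miRNAs of Table 3, all 32 had a lower level in galls and 16 passed the limma threshold. Every gall lay below every control root for 28 of the 32, and control root replicate 2 was the highest of the 6 libraries for 31 of the 32. With glmLRT and without control root replicate 2, 15 of the 32 passed. Of the 13 induced miRNAs, all 13 had every gall above every control root and 11 passed the limma threshold. The Table 3 miRNAs were chosen by the paper on these same libraries, so the counts over them are not independent evidence.

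**Figure D3:**
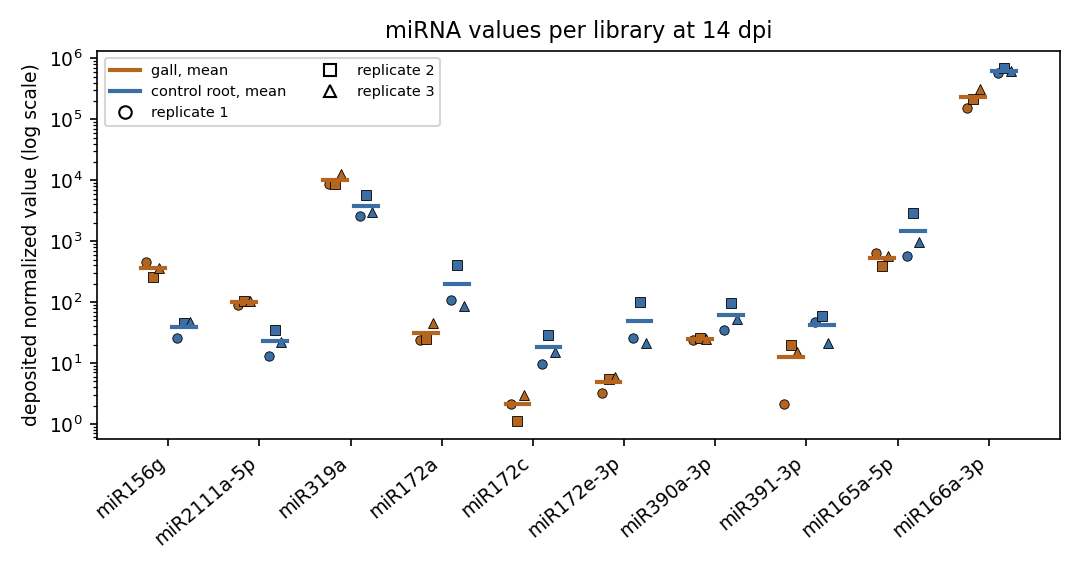
Deposited normalized values (log scale) of 10 miRNAs in each library of 14 dpi galls and control roots; markers are replicates and lines are group means. All galls lie above all control roots for miR156g, miR2111a-5p and miR319a and below them for the other miRNAs, except miR165a-5p, whose groups overlap.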

Among the DA miRNAs, 11 and 13 showed higher accumulation in galls as compared to control roots at 3 dpi and 14 dpi, respectively (from now on, we will refer to them as induced; Table 3a–c), whereas 44 and 32 showed lower accumulation in galls at 3 and 14 dpi, respectively (from now on, we will refer to them as repressed; Table 3a–c). Notably, only 11 miRNAs were DA at both infection stages, and all of them were repressed, while none were induced at both stages (Table 3c). 

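At 14 dpi, miR319a (TTGGACTGAAGGGAGCTCCCT), whose mature sequence occurs at 2 loci, among them AT4G23713 on chromosome 4 (12353109 to 12353129, + strand), had a mean level of 9929 ± 2304 (SD, n = 3) in galls and 3738 ± 1684 (n = 3) in control roots. The log2 fold change of miR319a was 1.47 (standard error 0.46, FDR = 0.0447 from limma). Under 11 of 18 alternatives it no longer passed the threshold, with log2 fold changes between 0.50 and 1.82 and FDRs between 0.0060 and 0.582 over all 18. Of the 6 settings with a library left out, only that without control root replicate 2 passed, and the FDR reached 0.230 without gall replicate 3. The lowest value came from summing all reads of 20 to 24 nt that start within 2 nt of the annotated 5′ end.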

Interestingly, five miRNAs showed opposite accumulation patterns at early and mid-to-late infection stages (Table 3c). Thus, DA miRNAs in galls as compared to their control roots were markedly distinct at early and late stages of infection.

Among the miRNAs showing opposite regulation at both infection stages, we validated the accumulation of miR2111a and miR156g. The *promiR2111a::GUS* line showed signal in the lateral root primordia of uninfected roots (Figure S1), as previously described [34]. A clear GUS signal in the center of galls at 7–10 dpi was also observed, whereas no signal was detected at 3 dpi (Figure 5a,b). After tissue clarification, the signal was clearly visible in GCs (Figure 5c). These observations indicated that the miR2111a promoter is activated at mid-to-late infection stages, consistent with its accumulation pattern, since promoter activation is expected to precede miRNA accumulation (Table 3; Figure 5a–c). In this context, the described miR2111-5p target gene, *TML*/*HOLT* (*TOO MUCH LOVE*/*HOMOLOGUE OF LEGUME TML*) [34], which encodes an F-box Kelch repeat protein, was upregulated in galls at 3 dpi according to RNA-seq [8] data but did not show differential expression at 14 dpi (Tables S4 and S7). 

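The mature sequence of miR2111a-5p (TAATCTGCATCCTGAGGTTTA) occurs at 2 loci, among them AT3G09285 on chromosome 3 (2854311 to 2854331, + strand). In the 14 dpi libraries it had 82, 93 and 105 reads in gall replicates 1 to 3 and 8, 32 and 19 reads in control root replicates 1 to 3. Its mean level was 98.9 ± 9.35 (SD, n = 3) in galls and 23.4 ± 11.0 (n = 3) in control roots, a log2 fold change of 2.14 (standard error 0.44, FDR = 0.0054 from limma). It passed the threshold under all 18 alternatives, and with each library left out in turn the log2 fold change stayed between 1.78 and 2.47. The opposite arm, miR2111a-3p (GTCCTCGGGATGCGGATTACC, 2854394 to 2854414), was listed at 0 in every control root (limma FDR = 0.0275). Without any one of the control root replicates, its FDR rose above 0.05, to at most 0.112.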

The miR2111-TML regulatory module controls nodulation during symbiotic bacterial interactions and, interestingly, this regulon is conserved in *Arabidopsis thaliana*, a non-symbiotic plant, where it contributes to the regulation of lateral root (LR) formation under different nitrogen conditions [34]. Since signaling pathways involved in LR formation are also essential for gall formation [27,35], our data suggest a potential role for the miR2111-5p/HOLT interaction during gall organogenesis, although further functional analyses will be required to elucidate its direct regulatory role.

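The mature sequence of miR156g (CGACAGAAGAGAGTGAGCAC) occurs once in the genome, at AT2G19425 on chromosome 2 (8412589 to 8412608, - strand). It had 424, 234 and 365 reads in gall replicates 1 to 3 and 16, 41 and 40 reads in control root replicates 1 to 3. The mean level was 360 ± 97.7 (SD, n = 3) in galls and 39.2 ± 11.7 (n = 3) in control roots at 14 dpi. The log2 fold change was 3.18 (standard error 0.41, FDR = 1.7e-04 from limma), past the threshold under all 18 alternatives and between 2.91 and 3.39 with each library left out in turn.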

In parallel, the accumulation pattern of the mature miRNA156g, repressed in galls at 3 dpi and induced in galls at 14 dpi as indicated by the sRNA-seq data, was confirmed by qRT-PCR (Figure 5d; Table 3). Notably, the target genes of miR156g encoded TFs of the SQUAMOSA (SBP/SPL) family, such as SPL9 and 10 [36]. Both genes were induced at early-gall developmental stages [8] and were not differentially expressed at mid-to-late stages as compared to uninfected control roots, a trend consistently observed in the RNA-seq dataset and validated by qRT-PCR for *SPL10* (Table S7; Figure 5d). As expected for a canonical miRNA-target relationship, their expression patterns were opposite to the miR156g accumulation profile.

Furthermore, the antagonistic regulation between miR156 and miR172 constitutes a well-established mechanism controlling developmental timing and phase transition in plants. In this regulatory module, miR172 promotes flowering, and thus new organ formation, through the repression of AP2-like TFs, ultimately enabling the activation of FLOWERING LOCUS T (FT). Conversely, miR156 maintains juvenile traits by repressing SPL TFs [37]. Interestingly, SPL9 and 10 redundantly promoted the transcription of miR172 genes [37]. 

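At 14 dpi, 3 mature miR172 sequences passed the limma threshold. For miR172a (AGAATCTTGATGATGCTGCAT, 2 loci, among them AT2G28056 on chromosome 2 at 11942918 to 11942938), the mean level was 31.1 ± 12.1 (SD, n = 3) in galls and 202 ± 182 (n = 3) in control roots. Its log2 fold change was -2.35 (standard error 0.54, limma FDR = 0.0108), and without any one of the gall replicates it no longer passed, with an FDR of up to 0.0952. When each library was left out in turn, the log2 fold change of miR172a lay between -2.79 and -1.66, the latter without control root replicate 2. For miR172c (AGAATCTTGATGATGCTGCAG, 2 loci, among them AT3G11435), there were 2, 1 and 3 reads in gall replicates 1 to 3 and 6, 27 and 13 reads in control root replicates 1 to 3. The log2 fold change of miR172c was -2.54 (standard error 0.56, limma FDR = 0.0082) and it passed under all 18 alternatives. For miR172e-3p (GGAATCTTGATGATGCTGCAT, AT5G59505), the log2 fold change was -2.76 (standard error 0.58, limma FDR = 0.0061), and it no longer passed without gall replicate 1 or gall replicate 3 (FDR of up to 0.0654). Without control root replicate 2 it was -2.07.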

A similar opposite regulatory pattern of both miRNAs was observed during gall development: miR172 was induced at early stages [15] and repressed at 14 dpi, whereas miR156g was repressed at 3 dpi and induced at 14 dpi (Table 3). This is consistent with previous studies, where miR172 has been shown to play a crucial role during early gall development by repressing an AP2-like transcription factor, TARGET OF EARLY ACTIVATION TAGGED 1 (TOE1), thereby allowing the activation of FT [15], a regulatory module also implicated in tuberization and nodulation [38,39,40].

In addition to the miR156/miR172 module, the remaining members of the five miRNAs exhibiting opposite accumulation patterns between early- and late-stage galls (Table 3c), also displayed dynamic, stage-specific regulations. Among these, miR390a and miR391 were induced in galls at 3 dpi but repressed at 14 dpi. 

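At 14 dpi, the arm of miR390a listed in Table 3 matched miR390a-3p (CGCTATCCATCCTGAGTTTCA, AT2G38325), with a mean level of 24.8 ± 1.01 (SD, n = 3) in galls and 61.3 ± 31.7 (n = 3) in control roots. Its log2 fold change of -1.15 (standard error 0.45) did not pass with limma (FDR = 0.109) and passed with glmLRT (FDR = 0.0383). Without control root replicate 2 the glmLRT FDR was 0.242. Over 18 alternatives the FDR lay between 0.0383 and 0.339 and only glmLRT passed. For the other arm, miR390a-5p (AAGCTCAGGAGGGATAGCGCC), the log2 fold change was -0.79 (standard error 0.44, limma FDR = 0.274), and it passed under no alternative. For miR391-3p (ACGGTATCTCTCCTACGTAGC, AT5G60408), the level was 12.4 ± 9.23 in galls and 42.6 ± 19.6 in control roots. Its log2 fold change was -1.97 (standard error 0.65, limma FDR = 0.0592), and 8 of 18 alternatives brought it past the threshold, among them glmLRT (FDR = 0.0082). Without gall replicate 1 the limma log2 fold change of miR391-3p was -1.13, and without control root replicate 2 the glmLRT FDR was 0.0647. The direction of both miRNAs was the same under every alternative.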

The target genes of miR390a-5p, AL6 and AL7 were not DE in early-stage galls [8] but were induced in galls at 14 dpi according to RNA-seq data (Table S7). These genes encode Alfin-Like proteins that bind to di- or tri-methylated histone H3 (H3K4me3/2) [41], thereby playing a role in epigenetic regulation via histone remodeling, processes that change also dynamically during RKN infection [42].

Interestingly, 11 mRNAs were repressed throughout gall development at early and late stages (Table 3c). Among the described target genes upregulated in galls at 3 and 14 dpi, we found several TFs from the HD-ZIP class III family, such as REV, PHB, PHV and CNA (*REVOLUTA*, *PHABULOSA*, *PHAVOLUTA* and *CORONA*, respectively; Table S7), key regulators of meristem development, organ polarity and vascular formation in Arabidopsis [43]. The expression of these TFs in roots is regulated by miR165/166 [44] and both were found to be repressed in galls at 3 and 14 dpi (Table 3c). miR165/166 control xylem cell type differentiation by degrading HD-ZIP III transcription factor family mRNAs [44]. Some of them as PHB, and likely PHV in roots, are critical for metaxylem specification and/or vascular patterning [44]. This is consistent with previously described processes occurring during RKN infection, which induces extensive vascular remodeling [45,46].

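In the 14 dpi libraries, the mature sequence shared by miR165a-3p and miR165b (TCGGACCAGGCTTCATCCCCC, 2 loci) had a mean level of 72045 ± 22554 (SD, n = 3) in galls and 320792 ± 95059 (n = 3) in control roots. Galls were lower by limma, with a log2 fold change of -2.16 (standard error 0.62, FDR = 0.030). It no longer passed under 7 of 18 alternatives, among them leaving out any one of the gall replicates, and the FDR lay between 5.69e-08 and 0.436. The sequence shared by the miR166a-3p loci (TCGGACCAGGCTTCATTCCCC, 7 loci) had a level of 231006 ± 82724 in galls and 627514 ± 54815 in control roots. Its log2 fold change was -1.50 (standard error 0.68, limma FDR = 0.176; glmLRT FDR = 0.0121), with FDRs between 2.06e-06 and 0.711 over 18 alternatives. For miR165a-5p the limma and glmLRT FDRs were 0.158 and 0.0227, and for miR166e-5p they were 0.185 and 0.0157. Without control root replicate 2 their glmLRT FDRs were 0.442 and 0.576, and the limma log2 fold changes moved from -1.19 to -0.53 and from -1.23 to -0.45. Without control root replicate 1 both passed with limma (FDR = 0.0267 and 0.0435). The log2 fold changes of all 4 of these sequences were below 0 under every alternative.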

It is worth noting that among the 30 miRNAs exclusively repressed at early-stage galls but not DE at 14 dpi, the miR169 and miR156 families were highly represented, with 11 and 6 members, respectively (miR169d-n and miR156a/c-f/j; Table 3a). Several validated targets of miR169d-n, belonging to the NF-YA Transcription factor family, namely NF-YA3, NF-YA8 and NF-YA9, as well as members of the previously identified SBP family, including SPL9 and SPL10, are known targets of miR156a/c/d/e/f, and, as mentioned before, were upregulated at 3 dpi [8] (Table S7). These TFs are key components of the miR169/NF-YA and miR156/SPL regulons, which promote developmental reprogramming and cell fate transitions during embryogenesis [47]. Additionally, cyclin B2;2 (CYCB2;2), a classical regulator of M-phase entry and a predicted target of miR156a/c/d/e/f, was upregulated in 3 dpi galls [8], consistent with the enhanced mitotic activity observed in GCs during early infection stages [29]. Altogether, these results suggested that the repression of specific miRNAs at early infection stages allowed the induction of their target genes involved in developmental processes and cell growth, as key processes during gall formation [2] (Table S7). In contrast, those identified miRNAs were not DA at 14 dpi (Table 3a) and their putative target genes were also not DE at this stage (Table S7). This finding aligned with the fact that gall organogenesis is nearly completed by 14 dpi.

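Of the miR156 and miR169 families, the sequence miR156a-5p (TGACAGAAGAGAGTGAGCAC) is shared by miR156a-5p to miR156f-5p at 6 loci. At 14 dpi its mean level was 987 ± 223 (SD, n = 3) in galls and 1566 ± 432 (n = 3) in control roots, a log2 fold change of -0.65 (standard error 0.40, limma FDR = 0.337). Over 18 alternatives the FDR lay between 0.188 and 0.664. For miR169d, a sequence of 4 loci with 20 reads over the 6 libraries, the log2 fold change was -1.58 (standard error 0.64, limma FDR = 0.128), with FDRs between 0.0901 and 0.405. For miR169h, a sequence of 7 loci, it was -0.80 (limma FDR = 0.285), with FDRs between 0.109 and 0.641. With each library left out in turn, the log2 fold change lay between -1.97 and -0.97 for miR169d and between -1.19 and -0.47 for miR169h. The smallest changes of both came without gall replicate 1. With standard errors of this size, smaller changes of these miRNAs were not detectable with 3 libraries per group.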

In conclusion, the accumulation patterns of most miRNAs were consistent with the expression profiles of their putative target genes at 3 and 14 dpi. However, not all targets followed this pattern, supporting the involvement of additional regulatory mechanisms.

### 2.7. Functional Role of miR156-Regulated Developmental Pathways During Infection

Based on the observed tight regulation of miR156g at early and mid-to-late stages, together with its opposite expression pattern relative to miR172, we hypothesized that miR156g may play an important functional role during RKN parasitism. To test this hypothesis, Arabidopsis plants of a *miR156* overexpression line (*OEmiR156*) and a *miR156* knockdown line (*MIM156*) were inoculated with *M. javanica*. At 3 dpi, only the *OEmiR156* line exhibited a significant reduction in the number of galls per plant as compared to Col-0 control plants (Figure 6a). However, at 45 dpi, both transgenic lines displayed a significantly lower number of egg masses per plant relative to the control, indicating impaired nematode reproduction (Figure 6b). These findings aligned with the sRNA-seq data showing a dynamic regulation of miR156 during infection, initial downregulation at 3 dpi followed by an upregulation at 14 dpi, and indicated that *miR156* overexpression (*OEmiR156*) at early infection stages negatively affects nematode establishment, whereas repression of miR156 (*MIM156* line) significantly impairs *M. javanica* reproduction. In agreement with the reduced gall formation, the *OEmiR156* line also showed a lower reproduction rate as compared to the control (Figure 6a,b). Together, these results suggest that precise temporal control of miR156 expression is critical for successful RKN establishment and gall maintenance.

Interestingly, SPL9 and SPL10 negatively regulate lateral root (LR) formation by modulating auxin-responsive pathways [48], and auxin signaling is crucial during gall/GC formation [27]. In this respect, ARF6 and 8 are known to regulate *MIR172c* binding to its promoter and to act as positive regulators of miR172c, linking auxin signaling to the development of reproductive organs during fruit formation in Arabidopsis [49]. In addition, *MIR172c* is regulated by auxins in early galls [15]. In this respect, we observed from the RNA-seq that *ARF8* was upregulated at 3 dpi [8] when miR172 was transcriptionally active [15] but, in turn, not differentially expressed at 14 dpi (Table S4) when miR172c is downregulated and miR156 is upregulated (Table 3). Therefore, we aimed to analyze the putative role of ARF8 during gall formation. The mutant line *arf8* showed a significant reduction in the number of galls and egg masses (Figure 7a,b) as compared to the control Col-0. All these data point to a tight regulation of the miR156/SPL10 and miR172/AP2 modules during gall formation, possibly influenced by hormonal cues involving ARF8 among other ARFs. In this respect, CRISPR/Cas9-generated *arf8a*, *arf8b*, and *arf8ab* mutant lines of ARF8 homologues in tomato displayed reduced gall numbers and reproductive parameters, together with a reduced GC area [17], supporting a conserved and major role for ARF8 during gall development.

It should be noted that all statements made throughout the manuscript refer to galls, which are heterogeneous tissues containing the GCs; therefore, GC-specific signatures might be diluted in our analysis.

## 3. Materials and Methods

### 3.1. Plant Material and Nematode Population

The Columbia (Col-0) ecotype of *Arabidopsis thaliana* was used as the wild-type control and as the genetic background for all transgenic lines. The following, previously described lines were included in this study: the *miR156* overexpression line (*OEmiR156*) [36], the miR156 target mimicry line (*MIM156*) [50], the *_pro_miR2111::GUS* reporter line [34] and loss-of-function mutant *arf8-7* (GK-510C01-019520) [51]. These Arabidopsis transgenic lines were used for *Meloidogyne javanica* infection assays and gene expression analyses.

*M. javanica* was propagated *in vitro* on etiolated cucumber (*Cucumis sativus*) roots, and egg masses were collected and incubated in sterile tap water at 26 °C to stimulate hatching, as previously described [8].

### 3.2. Plant–Nematode Infection Assays

Arabidopsis seeds were surface-sterilized, and plants were grown vertically on Gamborg B5 agar plates under controlled environmental conditions (16 h light/8 h dark, 23 °C). Five-day-old seedlings were inoculated with second-stage juveniles (J2s) of *M. javanica* following a previously described protocol [35]. For infection assays, three to five independent *in vitro* infection tests, with at least 130 plants per line, were performed. The total number of galls was quantified at the selected infection stages. For the reproduction test, the number of egg masses developed was quantified at 45 days post infection (dpi). For histochemical analysis of *_pro_miR2111::GUS*, at least three independent experiments were conducted, and the GUS staining was performed following a previously described protocol [27].

### 3.3. RNA Extraction and Purification

Total RNA was extracted and purified from hand-dissected galls and equivalent control root segments using the AllPrep^®^ DNA/RNA/miRNA Universal Kit (QIAGEN GmbH, Hilden, Germany) following the protocol described in Silva et al. [52]. The RNA samples were quantified and quality-checked using an Agilent^®^ 2100 Bioanalyzer (Agilent^®^ Technologies, Inc., Santa Clara, CA, USA).

### 3.4. RNA-Seq and sRNA-Seq Library Preparation and Bioinformatic Analysis

mRNA and sRNA libraries were prepared from galls and uninfected control tissues 14 days after infection (dpi) collected following a previously described procedure [8]. These samples were obtained from three independent experiments, each including three biological replicates of approximately 300 galls (14 dpi) and three replicates of 500 equivalent uninfected root segments.

mRNA-seq libraries were generated using the TruSeq Stranded mRNA Library Prep Kit (Illumina, Inc., San Diego, CA, USA). Samples were dual-indexed to enable post-sequencing demultiplexing and their libraries were pooled in equimolar amounts prior to sequencing on an Illumina^®^ HiSeq X platform with paired-end 150 bp reads at Macrogen Inc. (Seoul, Republic of Korea). For the comparison between 3 and 14 dpi transcriptomic datasets, raw RNA-seq reads from both time points were processed using the same bioinformatic pipeline and parameters as those applied to the 3 dpi dataset following a previously described procedure [8], ensuring full comparability between developmental stages.

For sRNA-seq, libraries were constructed using Illumina-Solexa Sequencing-By-Synthesis technology at the same facility.

Raw sequencing reads from all libraries were subjected to quality control using FastQC v0.11.9. Adapter trimming and filtering were performed using Cutadapt, with dataset-specific parameters and additional processing steps described below. Post-trimming quality assessment was conducted using FastQC, and MultiQC v1.24.1 was used to summarize quality metrics across samples.

#### 3.4.1. Reference Genome

A composite reference genome consisting of *Arabidopsis thaliana* (TAIR10) and *Meloidogyne javanica* genomes was constructed as a reference, which allowed the separation of reads between the two organisms and the performance of separate investigations.

#### 3.4.2. RNA-seq Data Processing and Analysis

For RNA-seq analysis, adapter sequences were removed using Cutadapt v3.4 with the universal Illumina adapter sequence (AGATCGGAAGAGC) trimmed from both forward and reverse reads. Trimming was performed with a minimum overlap of 1 bp (-O 1) and reads shorter than 20 bp after trimming were discarded (--minimum-length 20). Adapter trimming was executed using 12 threads for computational efficiency.

Reads were aligned to the composite reference genome using STAR aligner v2.7.10b. A STAR genome index was generated with a genomeSAindexNbases parameter of 13, using the Araport11 GTF annotation. Paired-end reads were aligned using 12 threads with the following parameters: a maximum of seven mismatches per read pair (--outFilterMismatchNmax 7) and a maximum of five multimapping positions (--outFilterMultimapNmax 5). Alignments were output as coordinate-sorted BAM files (--outSAMtype BAM SortedByCoordinate). BAM files were indexed using SAMtools.

Read counts per gene were obtained using HTSeq-count v0.13.5 with position-sorted BAM files (-r pos) and strand-specific counting for reverse-stranded libraries (-s reverse). Read assignments were performed against the Araport11 GTF annotation to generate raw count matrices for downstream differential expression analysis.

Differential expression (DE) between galls and control roots was performed using the R/bioconductor package edgeR, first running “glmFit” to fit genewise negative binomial and then “glmLRT”, which conducts likelihood ratio tests. TMM normalization method was used for “calcNormFactors” library normalization. Multiple test correction was carried out by calculating the false discovery rate (FDR) from *p*-values using the Benjamini–Hochberg method as implemented in the R function “p.adjust”. Significance was determined based on FDR < 0.05. Differential expression was expressed as log_2_ fold change (FC) between galls and control roots. Gene annotations and details of the differentially expressed genes (DEGs) are provided in Table S1. Functional categorization of DEGs was performed using MapMan software v3.7.1, which enabled the visualization and assignment of genes to specific biological pathways and processes.

#### 3.4.3. sRNA-seq Data Processing and Analysis

Small RNA sequencing data processing and analysis were performed using a snakemake pipeline (https://github.com/seb-mueller/snakemake_sRNAseq; accessed on 30 June 2023; commit: 1b381a9). Low-quality reads, reads containing 5′ primer contaminants, lacking a 3′ primer, without the insert tag, with poly-A stretches, or shorter than 18 nt were discarded. Resulting small RNA reads (fastq format) were subjected to 3′ adaptor removal (trimming) using cutadapt v3.1 removing Illumina universal adapters. Remaining sequences were mapped to the reference genome of *A. thaliana* (TAIR10).

Mapping was performed using Bowtie version 1.2 with two different approaches. Firstly, multi mapping reads using the parameters “bowtie --wrapper basic-0 -v 0 -k 1 -m 50--best -q” which retain reads mapping to up to 50 locations, assigning each read to its single best-scoring genomic position (ties resolved arbitrarily by index order). Secondly, only uniquely mapping reads were retained using “bowtie –wrapper basic-0 -v 0 -k 1 -m 1 --best -q.” Both were performed requiring 0 mismatches (-v 0). For both approaches, mapped sRNA reads were counted separately for each library based on overlapping bins as defined above. An additional read counting was also performed for each small RNA size class (20–25 nt length) for each bin for a more detailed analysis.

TE class and superfamily distribution analyses were performed using the multi-mapping dataset (m = 50), as TE-derived sRNAs are inherently repetitive and would be severely underrepresented under unique-mapping constraints. In contrast, DESL identification and chromosomal distribution analyses were performed on uniquely mapping reads (m = 1) to ensure locus specificity.

Comparisons of TE class composition between dGall- and dRC-rasiRNAs were performed using a chi-square (χ^2^) test based on the counts of rasiRNAs assigned to TE classes. Adjusted residuals were used to identify TE classes contributing to significant differences.

Two complementary analytical strategies were applied for sRNA analysis, a species approach, in which all individual species (sequenced small RNA with the exact same sequence) were counted across libraries to identify highly expressed individual species such as miRNAs; and a bin/loci approach, where the genome was segmented in adjacent bins of 200 bp to capture the distribution of small RNAs across genomic regions, particularly suitable for rasiRNAs. This bin-based approach captures sRNA abundance at the level of genomic regions, rather than per individual TE copy. The counts per bin or per species were then subjected to standard methods for differential expression (DE) analysis.

DE between galls and control roots was performed using the R/bioconductor package edgeR, as described above for RNA-seq data, with genomic bins used as test intervals.

Analogously to RNAseq nomenclature, instead of DEG we used the term differentially expressed small RNA locus (DESL) to indicate bins (loci) that exhibit statistical differences in counts between conditions. Bins were grouped based on FDR threshold into non-DESL (FDR > 0.9), (0.05 < FDR < 0.9) and DESL (FDR < 0.05). DESL were further classed into +DESL (Gall > RC) and −DESL (Gall < RC). Bins with a total raw count ≤ 10 across all six libraries were excluded prior to differential analysis.

Differential accumulation was expressed as log_2_ fold change (FC) between galls and control roots. 

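The bin at the first place of Table S2a lies on chromosome 4 from 14633801 to 14634000, in the gene AT4G29920. Rebuilt from sRNA species with a single genome match, it held 370, 552 and 995 reads in gall replicates 1 to 3 and 0, 5 and 2 reads in control root replicates 1 to 3. The log2 fold change was 7.81 (standard error 0.58, limma FDR = 8.91e-06 over 45072 rebuilt bins), and the value in Table S2a, which is the paper's, is 7.16. The rebuilt value with each library left out in turn lay between 7.07 (without control root replicate 1) and 8.41 (without control root replicate 2). The bin held 21 sRNA species, of which 2 were 24 nt long. The other 10 AT4G29920 bins among the Table S2a lines in hand include those at places 3 and 4, with log2 fold changes of 7.55 and 7.25, and 8 with fewer than 3 reads in control roots. With each library left out in turn, the log2 fold change lay between 6.74 and 8.29 at place 3 and between 6.68 and 7.66 at place 4. At the second place, the bin in AT1G63510 (chromosome 1, from 23559201) had a mean level of 9277 ± 3250 (SD, n = 3) in galls and 196 ± 50.9 (n = 3) in control roots. The log2 fold change there was 5.53 (standard error 0.34, limma FDR = 3.35e-06). The first 10 bins of Table S2a were all called higher in galls under all 17 alternatives run on the rebuilt bins.
Per sRNA species, the 5 largest increases past the limma threshold were in sequences without a match in the Arabidopsis genome. To reach 5 species with a match, the 254 largest increases had to be taken. Restricted to species with a match, a choice made after seeing the data, the largest increase by limma was in the 21 nt sequence TTCCGAGTTCTCTGAATCAGA of AT4G29920 (14633811 to 14633831, + strand). Its level was 463 ± 205 in galls and 1.48 ± 1.65 in control roots, a log2 fold change of 7.69 (standard error 0.54, FDR = 4.93e-07). The next were 24 nt sequences outside genes, AATCAGTAGCTCTGGTGCCTTGGA on chromosome 1 (11132961 to 11132984) and AGATTGTATTTCATGAACTTGGCA on chromosome 3 (11053429 to 11053452), with 248, 204 and 308 and with 205, 169 and 396 reads in gall replicates 1 to 3 and each with 1 read over the 3 control roots. A further 24 nt sequence on chromosome 3, ATTCCATTGTTCATCTGTAGAACG (16754526 to 16754549), had 278, 78 and 205 reads in gall replicates 1 to 3 and was listed at 0 in every control root. The fifth, a 19 nt sequence outside genes on chromosome 3 (4275218 to 4275236, - strand), had 204, 105 and 149 reads in gall replicates 1 to 3 and was also listed at 0 in every control root. This order depended on the pseudocount and the test. By glmLRT the log2 fold change of the AT4G29920 sequence was 7.92, below the 8.83, 8.80 and 10.42 of the 24 nt sequences. With a pseudocount of 0.5 it was also below them, at 8.21 against 8.36, 8.30 and 8.45. With a pseudocount of 5 it stayed above them, at 6.11 against 5.62, 5.56 and 5.17. By limma, the largest decrease was in TCAACTCATTGATCGATGCGT of AT1G63080 (chromosome 1, 23389771 to 23389791), with 1, 0 and 0 reads in gall replicates 1 to 3 and 8, 22 and 14 reads in control root replicates 1 to 3 (limma FDR = 6.23e-04). Its rank depended on the pseudocount. With a pseudocount of 5 its log2 fold change was -2.06, against -2.70 for TAGTTAAGCCACAATCCACGATT of MIR869. With a pseudocount of 0.5 the order of these sequences was kept (-4.59 against -4.05). The other 4 of the 5 largest decreases lay in MIR869 (2 sequences), MIR319b and MIR829, with log2 fold changes from -3.79 to -3.57. Those of these 4 with each library left out in turn lay between -4.25 (MIR829, without gall replicate 2) and -2.85 (MIR829, without gall replicate 1), with -3.01 without gall replicate 2 and -3.05 without control root replicate 2 for MIR319b and -3.04 without control root replicate 2 for 1 of the MIR869 sequences.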

Additional details of the differentially accumulated sRNAs are provided in Table S2.

#### 3.4.4. Data Deposition

The complete raw sequencing data have been deposited in the GEO database under accession number GSE320192 (RNA-seq 14 dpi) and GSE320193 (sRNA-seq 14 dpi).

### 3.5. qPCR Validation

For qRT-PCR validation of mRNA-seq results, three independent biological replicates of 14 dpi galls and uninfected root segments as controls were collected. Each replicate consisted of approximately 50 galls or 100 control root segments. A total of 150 ng of RNA per sample was reverse-transcribed using a High-Capacity cDNA Reverse Transcription Kit (Thermo Fisher Scientific, Waltham, MA, USA). Relative transcript abundance was quantified by qRT-PCR with gene-specific primers on a LightCycler^®^ 480 II system (Roche, Indianapolis, IN, USA). The *E2 ubiquitin-conjugating enzyme 21* gene (*UBC-21*) was used as an internal reference. Expression levels in galls were expressed relative to the corresponding control root segments. Each gene was analyzed in three technical replicates per independent biological replicate. Sequences of primers used are listed in Table S1.

For the validation of miR156g accumulation at 3 and 14 dpi, expression levels were analyzed by qRT-PCR using TaqMan^®^ small RNA assays. RNA was obtained from three independent biological replicates of galls and equivalent control root segments at both time points, as described in previous sections. For each reaction, 10 ng of total RNA was reverse-transcribed using the MicroRNA Reverse Transcription Kit (Applied Biosystems, Foster City, CA, USA) in a final volume of 5 µL. Independent reverse transcription reactions were performed for the specific probe aly-miR156g (Assay ID: 005694_mat; Applied Biosystems) and for the reference snoR101 (predesigned TaqMan^®^ small RNA control assays; Applied Biosystems). qRT-PCR reactions were performed with TaqMan^®^ Fast Universal PCR Master Mix, and each cDNA template was analyzed in triplicate.

Relative expression levels were calculated using the ΔΔCt method. Statistical significance was assessed using a two-tailed Welch’s *t*-test on ΔCt values, with adjusted *p* < 0.05 considered significant.

## 4. Conclusions

Our analysis revealed that the enrichment of 24 nt sRNAs is a characteristic of galls across different infection stages. However, fewer gall-distinctive sRNAs were detected at mid-to-late stages as compared to early stages of gall development. Notably, the spatial reorganization of rasiRNA accumulation reflected dynamic and stage-specific regulatory landscapes throughout gall development. At early stages, gall-distinctive rasiRNAs preferentially accumulated in pericentromeric retrotransposon-rich regions, whereas at mid-to-late stages they predominantly localized to chromosome arms, matching DNA transposons, promoters and gene bodies. In parallel, a pronounced stage-dependent shift in the regulatory architecture of miRNA activity during gall development was observed as infection progressed, possibly reflecting a transition toward more stable and specialized regulatory states associated with gall maintenance. In this context, the miR156/SPL10 module, functionally supported in this study, together with the previously described miR172/AP2 at early stages, and the miR2111-5p/HOLT module, exhibited contrasting expression patterns at 3 and 14 dpi. The miR156/SPL10 and miR172/AP2 modules are likely to play crucial roles during gall formation and/or maintenance, potentially modulated by hormonal cues involving ARF8 among other ARFs. The miR2111-5p/HOLT may also contribute to these processes but requires further functional validation. Together, these results highlight dynamic, stage-specific changes in sRNA-mediated regulation, DNA methylation patterns, and transcriptomic profiles that support the formation and maintenance of RKN feeding sites (galls).

These findings provide a framework for further exploration of the role of epigenetic regulation in plant–nematode interactions. In particular, future studies should aim to characterize stage-specific regulatory mechanisms involving sRNAs, DNA methylation, and transcriptional responses. Such approaches may also provide broader insights into epigenetic mechanisms that regulate plant developmental plasticity and responses to biotic stress, with potential implications for crop improvement and sustainable plant protection.

## Figures and Tables

**Figure 1:**
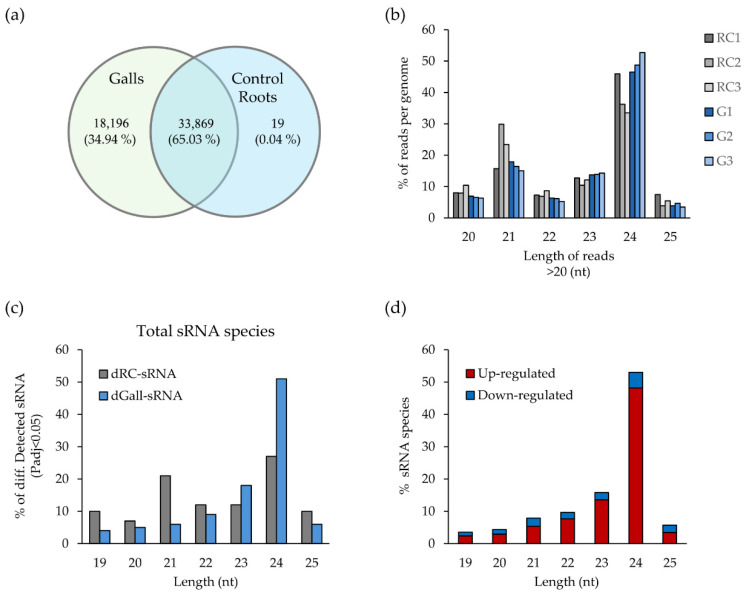
sRNA profiling in Arabidopsis galls induced by *M. javanica* at 14 dpi. (**a**) Venn diagram showing the distribution of sRNA sequences between galls and control roots. (**b**) Length distribution of sRNA clean reads for each of the six libraries prepared from control roots (RC1, RC2, RC3) and galls (G1, G2, G3). (**c**) Percentage of differentially detected sRNA species (Padj < 0.05) classified as distinctive for control roots (dRC-sRNA; only detected in control roots) or galls (dGall-sRNA; only detected in galls). (**d**) Percentage of these sRNA species that are up- or downregulated as compared to control roots in galls at 14 dpi.

**Figure 2:**
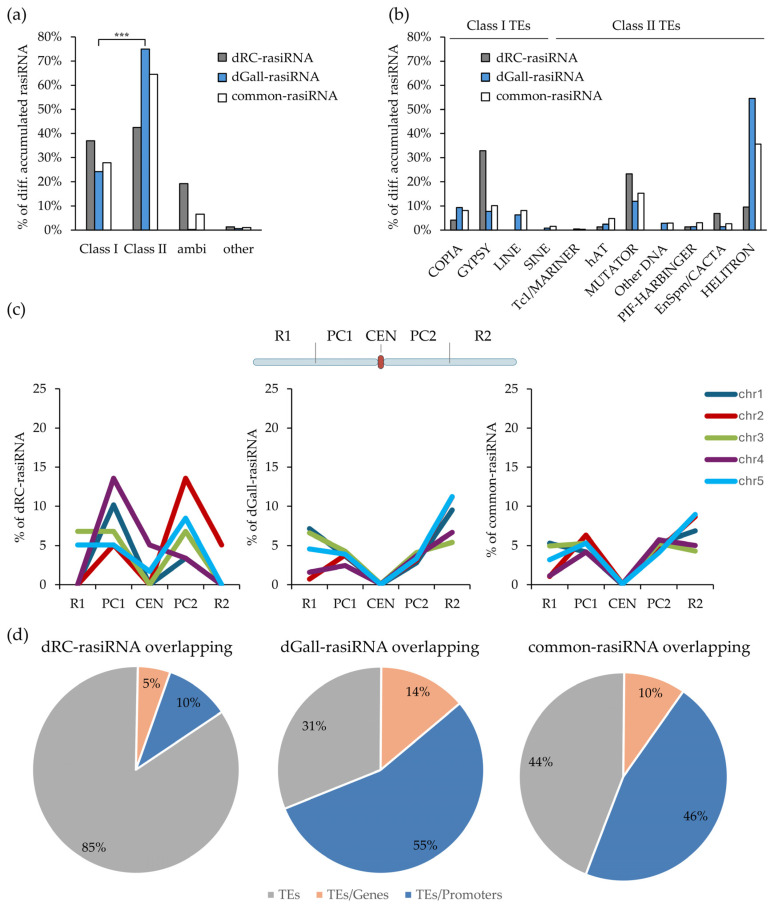
Distinctive accumulation and genomic distribution of rasiRNAs in *M. javanica*-induced galls at 14 dpi. (**a**) Classification of differentially accumulated rasiRNAs according to the type of overlapping repetitive elements: class I (retrotransposons), class II (DNA transposons), ambiguous (rasiRNA-enriched bins with conflicting logFC within a single TE), and others (repeat elements not assigned to known transposon classes). Asterisks (***) indicate a significant overrepresentation of class II-associated rasiRNAs in dGall-rasiRNAs relative to class I, based on chi-square test analysis and adjusted residual analysis (*p* value < 0.001). (**b**) Distribution of rasiRNAs across transposon superfamilies, categorized into class I and class II. (**c**) Spatial distribution of rasiRNAs across Arabidopsis chromosomal regions, shown for dRC-, dGall-, and common rasiRNAs (left to right). The *x*-axis indicates chromosomal segments: R1 (left arm), PC1 (left pericentromeric region), CEN (centromere), PC2 (right pericentromeric region), and R2 (right arm). (**d**) Genomic overlap of rasiRNAs, shown as percentages for each group. Charts show percentages of rasiRNAs overlapping transposable elements (TEs; grey), TEs and genes (light orange), or TEs and promoter regions (blue). dRC-sRNAs (only detected in control roots), dGall-sRNAs (only detected in galls).

**Figure 3:**
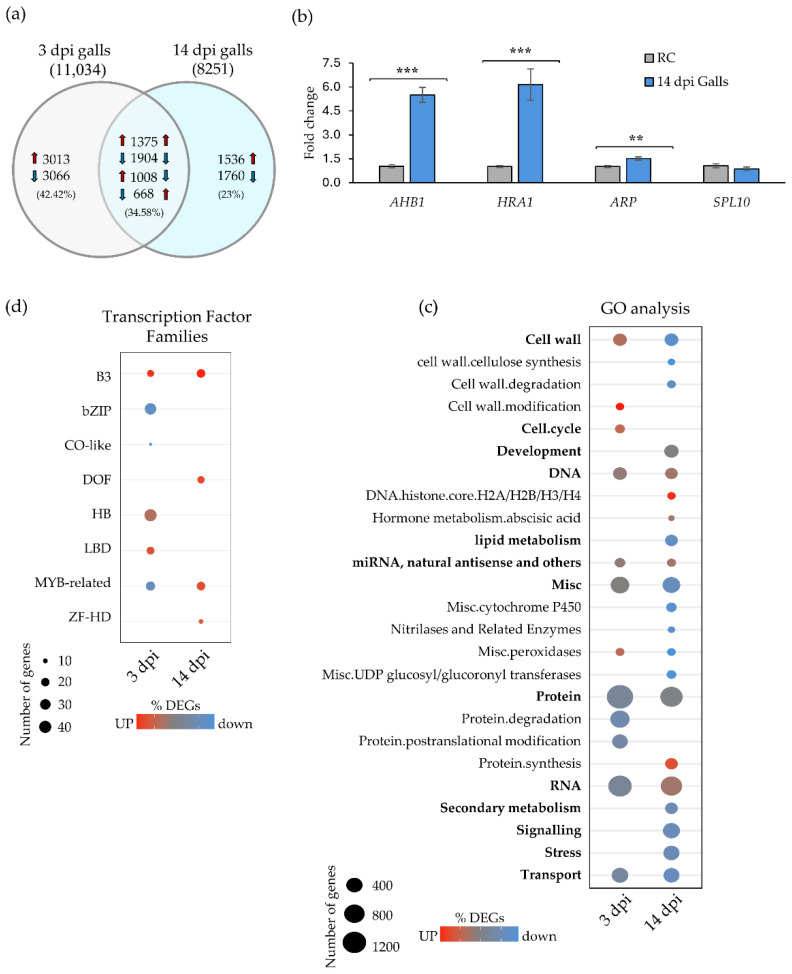
Transcriptional reprogramming during early and mid-to-late stages of *M. javanica*-induced galls in Arabidopsis. (**a**) Venn diagram showing the overlap and direction of differential gene expression in galls at 3 and 14 dpi as compared to control roots. Number of up- and downregulated genes are indicated for each gall stage, along with shared and stage-specific, differentially expressed genes (DEGs), including those with opposite expression patterns between stages. Blue and red arrows indicate downregulated and upregulated genes, respectively. (**b**) Validation of RNA-seq data by qRT-PCR of *AHB1*, *HRA1*, *ARP* and *SPL10* genes. Statistical analyses were performed using a Welch’s *t*-test. Significant differences as compared to control roots (RC) are indicated by asterisks (***, *p* < 0.001; **, *p* < 0.01). Values are presented as mean ± SE. (**c**,**d**) Dotplots showing selected functional categories annotated using MapMan v3.7.1 (**c**) and transcription factor families (**d**) with significantly different expression profiles at 3 and/or 14 dpi (Wilcoxon test, FDR < 0.05). Circle size represents the number of DEGs per category, and circle colour reflects the direction of regulation: red indicates predominance of upregulated genes, blue indicates downregulation, and intermediate tones indicate mixed responses.

**Figure 4:**
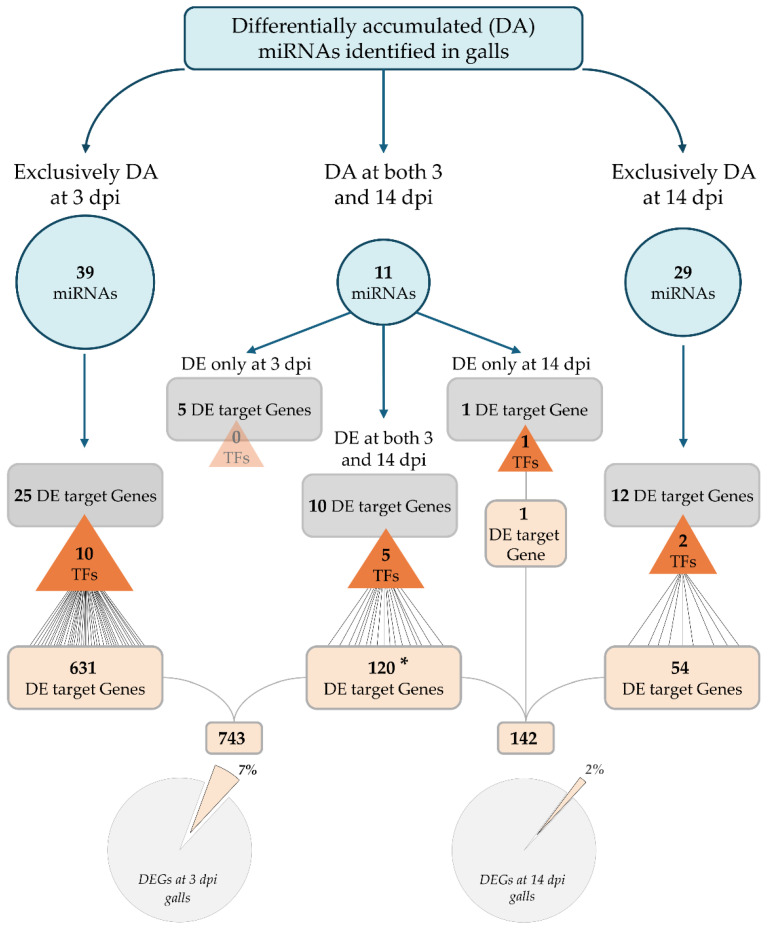
Schematic overview of miRNA-mediated transcriptional regulatory cascades during RKN gall development. Differentially accumulated (DA) miRNAs at 3 and 14 dpi were classified as stage-specific or shared between infection stages (blue circles). Corresponding miRNA putative target genes that are also differentially expressed (DE) at each gall stage are shown (grey rectangles), with transcription factors (TFs) highlighted (orange triangles). Putative targets of miRNA-regulated TFs that are DE in galls are represented by beige rectangles, illustrating hierarchical transcriptional regulatory networks. Asterisk indicates that, among the 120 DEGs downstream of miRNA-regulated TFs present at both stages, 78 display consistent expression trends across the gall development. The non-redundant total of DE target genes yields 743 and 142 DE target genes at 3 and 14 dpi galls, respectively, representing 7% and 2% of all DEGs at these stages, as indicated in the pie chart.

**Figure 5:**
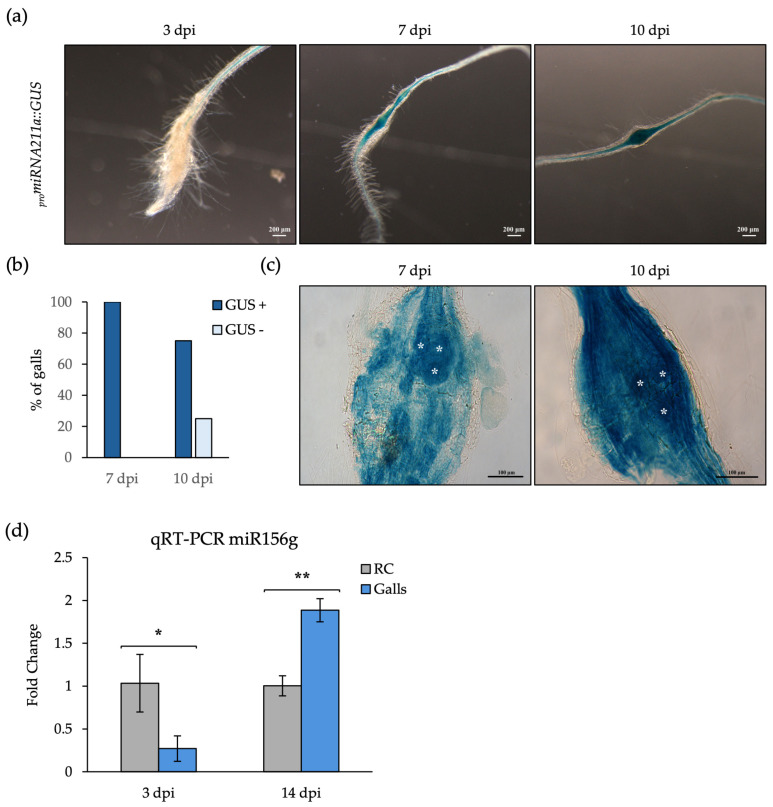
Validation of miR2111a and miR156g dynamics and target gene expression during gall development. (**a**) Representative galls of the line *promiR2111a::GUS* at 3, 7, and 10 days post-infection (dpi). Scale bar: 200 µm. (**b**) Proportion of galls displaying detectable *versus* undetectable GUS staining. Thirty galls were analyzed per time point. (**c**) Tissue clarification with BABB revealed GUS signal localized within giant cells (white asterisk) at 7 and 10 dpi. Scale bar: 100 µm (**d**) Relative accumulation of miR156g at 3 and 14 dpi, validated by qRT-PCR. Asterisks indicate statistically significant differences (*, *p* < 0.05; **, *p* < 0.01).

**Figure 6:**
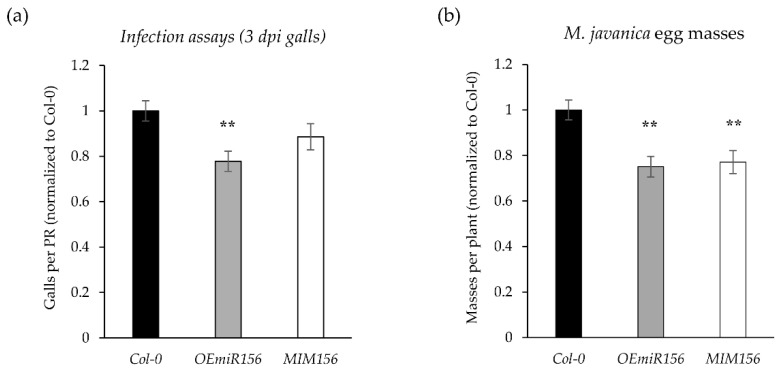
Effects of miR156 deregulation on the infection of *Arabidopsis thaliana* by *M. javanica. In vitro* infection assays were performed comparing the miR156 overexpression line (*OEmiR156*) and the miR156 knockdown line (*MIM156*) with the Col-0 ecotype at 3 days post-infection (dpi). (**a**) The number of galls per primary root (PR), and (**b**) the number of egg masses per plant at 45 dpi normalized to that of Col-0, is represented. Statistical analyses were performed using six independent experiments per line (*n* = 100 plants per replicate and line) using a *t*-test. Significant differences as compared to Col-0 are indicated by asterisks (**, *p* < 0.01). Values are presented as mean ± SE.

**Figure 7:**
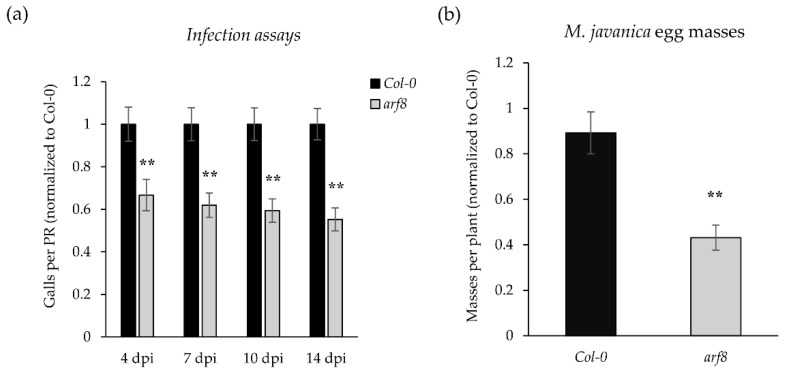
Effects of ARF8 loss of function on *Arabidopsis thaliana* infection by *M. javanica*. *In vitro* infection assays were performed comparing the knock-out mutant *arf8-7* with the Col-0 control at 4, 7, 10, and 14 dpi. (**a**) Number of galls per primary root (PR) and (**b**) number of egg masses per plant at 45 dpi after normalization to Col-0 are shown. Statistical analyses were performed across three independent experiments (*n* = 100 plants per replicate) using a *t*-test. Significant differences relative to Col-0 are indicated by asterisks (**, *p* < 0.01). Values are presented as mean ± SE.

**Table 1:** Correlation of DNA methylation changes with differential gene expression in *M. javanica*-induced Arabidopsis galls at early and mid-to-late stages for genes overlapping differentially methylated regions (DMRs). Data from galls at 3 dpi, as previously published in Silva et al. [8], were complemented with new data of methylation (methylation difference > 15%) and expression data from galls at 14 dpi to highlight the temporal dynamics of gene-associated methylation during gall development. For each overlapping gene, the methylation context (CG, CHG or CHH), direction of methylation change (hyper- or hypomethylation), and corresponding gene expression change (log_2_ fold change) are indicated. Red indicates hypermethylation and upregulated expression; blue indicates hypomethylation and downregulated expression.

				At 3 dpi Galls		At 14 dpi Galls	
Genomic Region	Gene ID	Description	Methylation Context	Difference of Methylation	log_2_FC	Difference of Methylation	log_2_FC
Gene	AT1G66340	ETHYLENE RESPONSE 1 (ETR1)	CG	15	−0.32		
	AT1G73390	Endosomal targeting BRO1-like domain-containing protein	CG	36	−0.4		
	AT2G02090	CHROMATIN REMODELING 19 (CHR19)	CG	23	−0.42		0.27
	AT3G24518	Natural antisense transcript overlaps with AT3G24520	CG	25	−1.51		
	AT3G45840	Cysteine/Histidine-rich C1 domain family protein	CG	20	−1.28	18	−1.92
	AT2G20980	MINICHROMOSOME MAINTENANCE 10 (MCM10)	CG	21	1.05		
	AT3G43600	ALDEHYDE OXIDASE 2 (AAO2)	CG	31	0.3		−0.45
	AT3G45240	GEMINIVIRUS REP INTERACTING KINASE 1 (GRIK1)	CG	37	0.31		
	AT3G60415	Phosphoglycerate mutase family protein	CHH	19	5.12		
	AT4G08400	EXTENSIN 7 (EXT7)	CHG	16	3.22		
	AT4G14760	Kinase interacting (KIP1-like) family protein (NETWORKED 1B, NET1B)	CG	24	0.53		−0.81
	AT5G06195	Novel transcribed region	CG	36	1.74		
	AT5G46290	3-KETOACYL-ACYL CARRIER PROTEIN SYNTHASE I (KASI)	CG	20	0.41		−0.81
	AT3G02920	REPLICATION PROTEIN A 2B, RPA2B	CG	−25	1.13		
	AT3G52680	F-box/RNI-like/FBD-like domain-containing protein	CG			−17	0.56
	AT5G23120	HIGH CHLOROPHYLL FLUORESCENCE 136 (HCF136)	CHG	−22	−1.24		0.56
	AT5G62190	DEAD/DEAH box RNA helicase (PRH75)	CG	−16	−0.61		

**Table 2:** Correlation between gene promoter methylation changes and gene expression in *M. javanica*-induced Arabidopsis galls at 3 and 14 dpi. For each gene, whose promoter overlaps a differentially methylated region (DMR), the methylation context (CG, CHG or CHH), direction of methylation change (hyper- or hypomethylation), and corresponding gene expression change (log_2_ fold change) are indicated. Red indicates hypermethylation and upregulated expression, and blue indicates hypomethylation and downregulated expression.

				At 3 dpi Galls		At 14 dpi Galls	
Genomic Region	Gene ID	Description	Methylation Context	Difference of Methylation	log_2_FC	Difference of Methylation	log_2_FC
Promoter	AT2G31070	TCP DOMAIN PROTEIN 10 (TCP10)	CHH	21	−1.72		1.84
	AT3G04870	ZETA-CAROTENE DESATURASE (ZDS)	CHH	17	−0.35		
	AT3G27030	Transmembrane protein	CG	16	−0.93		0.76
	AT3G29185	BIOGENESIS FACTOR REQUIRED FOR ATP SYNTHASE 1 (BFA1)	CHG	28	−0.42		0.35
	AT3G55310	NAD(P)-binding Rossmann-fold superfamily protein	CG	29	−1.97		
	AT4G13110	BSD domain-containing protein	CG	18	−0.59		
	AT4G13160	Zein-binding protein (Protein of unknown function, DUF593)	CHH	20	−0.49		0.34
	AT5G17870	PLASTID-SPECIFIC 50S RIBOSOMAL PROTEIN 6 (PSRP6)	CHH	16	−0.34		
	AT1G54730	Major facilitator superfamily protein	CHG		0.64	25	−0.69
	AT3G28940	AIG2-like (avirulence induced gene) family protein	CHG		0.55	21	−1.06
	AT5G28610	LOW protein: ATP-dependent RNA helicase DRS1-like protein	CG			17	−2.15
	AT1G44970	PEROXIDASE9 (PRX9)	CG	20	4.13		
	AT1G51405	Myosin-like protein	CHH	22	1.61		
	AT1G66345	MITOCHONDRIAL INTRON SPLICING FACTOR 26 (MISF26)	CG	15	0.56		
	AT2G03980	GDSL-motif esterase/acyltransferase/lipase	CHH	18	1.07		
	AT2G43290	MULTICOPY SUPPRESSORS OF SNF4 DEFICIENCY IN YEAST 3 (MSS3)	CHH	16	1.01		−0.62
	AT3G28130	Nodulin MtN21-like transporter family protein (UMAMIT44)	CHG	16	0.79		
	AT3G29810	COBRA-LIKE PROTEIN 2 PRECURSOR (COBL2)	CHH	15	1.30		
	AT3G45160	Putative membrane lipoprotein	CHH	22	1.22		−0.73
	AT5G06195	Novel transcribed region	CG	36	1.74		
	AT5G22650	HISTONE DEACETYLASE 2B (HD2B; HDT2)	CG	27	0.43		
	AT5G46290	3-KETOACYL-ACYL CARRIER PROTEIN SYNTHASE I (KASI)	CG	20	0.41		−0.81
	AT5G53060	REGULATOR OF CBF GENE EXPRESSION 3 (RCF3)	CHH	−18	0.48		
	AT1G09530	PHYTOCHROME INTERACTING FACTOR 3 (PIF3)	CHG			−15	1.13
	AT2G20570	GBF’S PRO-RICH REGION-INTERACTING FACTOR 1 (GPRI1)	CHG			−22	2.35
	AT3G28500	60S acidic ribosomal protein family	CHG			−15	3.55
	AT3G45020	Ribosomal L18p/L5e family protein	CHG			−16	0.67
	AT5G17170	ENHANCER OF SOS3-1 (ENH1)	CHG			−16	1.06
	AT5G18065	HEAT-INDUCED TAS1 TARGET 3 (HTT3)	CHG			−17	0.76
	AT1G66340	ETHYLENE RESPONSE 1 (ETR1)	CHH	−21	−0.32		
	AT2G01680	Ankyrin repeat family protein	CHH	−19	−0.3		
	AT4G00755	F-box family protein	CHH	−27	−0.88		
	AT2G39100	RING/U-box superfamily protein	CG	−23	−0.62		0.63
	AT1G02730	CELLULOSE SYNTHASE-LIKE D5 (CSLD5)	CHH		1.45	−17	−0.83
	AT2G39320	Cysteine proteinases superfamily protein	CHG			−17	−2.85
	AT4G03460	Ankyrin repeat family protein	CHG			−20	−1.23
	AT4G10770	OLIGOPEPTIDE TRANSPORTER 7 (OPT7)	CHG		0.63	−21	−1.12
	AT4G13580	Disease resistance-responsive (dirigent-like protein) family protein	CHG		3.03	−17	−2.42
	AT5G03840	TERMINAL FLOWER 1 (TFL1)	CHH			−17	−1.68
	AT5G39110	RmlC-like cupins superfamily protein	CHG		1.68	−16	−1.30
	AT5G39670	CALMODULIN-LIKE 46 (CML46)	CHG		1.03	−18	−1.48

**Table 3:** Comparison of differentially accumulated miRNAs in *M. javanica*-induced Arabidopsis galls at early and mid-to-late infection stages. (**a**) miRNAs exclusively accumulated in galls at 3 dpi, and (**b**) in galls at 14 dpi as compared to control roots. (**c**) miRNAs differentially accumulated at both 3 and 14 dpi, showing either a common expression pattern or opposite regulation between the two gall stages. Red indicates upregulation, and blue indicates downregulation. Padj < 0.05.

(a)		
	FC in Galls	
miRNAs	At 3 dpi	At 14 dpi
ath-miR5643a	1.5	-
ath-miR156h	2.02	-
ath-miR775	2.13	-
ath-miR5655	2.46	-
ath-miR390b	2.7	-
ath-miR851-3p	2.94	-
ath-miR5657	3.47	-
ath-miR839	3.74	-
ath-miR156i	7.06	-
ath-miR156a	−2.47	-
ath-miR156c	−2.47	-
ath-miR156d	−2.5	-
ath-miR156e	−2.48	-
ath-miR156f	−2.48	-
ath-miR156j	−2.4	-
ath-miR159b	−1.52	-
ath-miR169d	−4.01	-
ath-miR169e	−4.01	-
ath-miR169f	−3.3	-
ath-miR169g-5p	−3.55	-
ath-miR169l	−3.55	-
ath-miR169h	−3.79	-
ath-miR169i	−3.67	-
ath-miR169j	−3.53	-
ath-miR169k	−3.79	-
ath-miR169l	−3.55	-
ath-miR169m	−4.03	-
ath-miR169n	−3.53	-
ath-miR399e	−3.02	-
ath-miR5635a	−1.78	-
ath-miR5635d	−1.98	-
ath-miR5637	−12.4	-
ath-miR5644	−4.09	-
ath-miR5645a	−1.6	-
ath-miR5645b	−1.6	-
ath-miR5645e	−1.59	-
ath-miR5645f	−1.59	-
ath-miR5648-3p	−8.58	-
ath-miR5653	−2.54	-
ath-miR780.2	−5.45	-
(**b**)		
	**FC in Galls**	
**miRNAs**	**At 3 dpi**	**At 14 dpi**
ath-miR397b	-	1.31
ath-miR158b	-	1.36
ath-miR5012	-	1.52
ath-miR164c-3p	-	1.81
ath-miR157a-3p	-	2.12
ath-miR859	-	2.3
ath-miR845a	-	2.53
ath-miR397a	-	2.94
ath-miR2111a-3p	-	4.76
ath-miR841a-5p	-	4.82
ath-miR771	-	−3.29
ath-miR777	-	−3.16
ath-miR172c	-	−3.12
ath-miR5648-5p	-	−2.65
ath-miR170-3p	-	−2.58
ath-miR399d	-	−2.34
ath-miR869.2	-	−2.34
ath-miR829-3p.1	-	−2.02
ath-miR829-5p	-	−2.01
ath-miR171c-5p	-	−1.99
ath-miR399f	-	−1.72
ath-miR399a	-	−1.69
ath-miR830-5p	-	−1.67
ath-miR822-3p	-	−1.62
ath-miR5654-5p	-	−1.6
ath-miR171b-3p	-	−1.55
ath-miR393b-3p	-	−1.52
ath-miR5650	-	−1.49
ath-miR829-3p.2	-	−1.27
(**c**)		
	**FC in Galls**	
**miRNAs**	**At 3 dpi**	**At 14 dpi**
ath-miR172e	−17.67	−3.34
ath-miR172a	−4.54	−2.76
ath-miR399b	−4.12	−1.70
ath-miR167d	−3.99	−1.62
ath-miR163	−3.66	−1.53
ath-miR857	−3.30	−2.03
ath-miR156b	−2.47	−1.48
ath-miR165a-5p	−1.65	−1.55
ath-miR165b	−1.67	−2.24
ath-miR166e	−1.55	−1.68
ath-miR166a-3p	−1.55	−1.54
ath-miR156g	−3.13	3.12
ath-miR319a/b	−4.88	1.33
ath-miR2111a-5p	−10.82	1.98
ath-miR390a	2.70	−1.38
ath-miR391	2.62	−1.82

## Data Availability

The datasets used or analyzed during the current study are available from the corresponding authors upon reasonable request. The complete raw sequencing data have been deposited in the GEO database under the accession number GSE320192 (RNA-seq 14 dpi) and GSE320193 (sRNA-seq 14 dpi).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms27104365/s1.

# Supplementary material for: Integrative sRNA, DNA Methylation, and Transcriptomics Reveals Dynamic Epigenetic Reprogramming of Meloidogyne javanica-Induced Galls in Arabidopsis
**Source:** Int J Mol Sci. 2026 May 14;27(10):4365. doi: 10.3390/ijms27104365
**Supplement:** Supplementary file 1

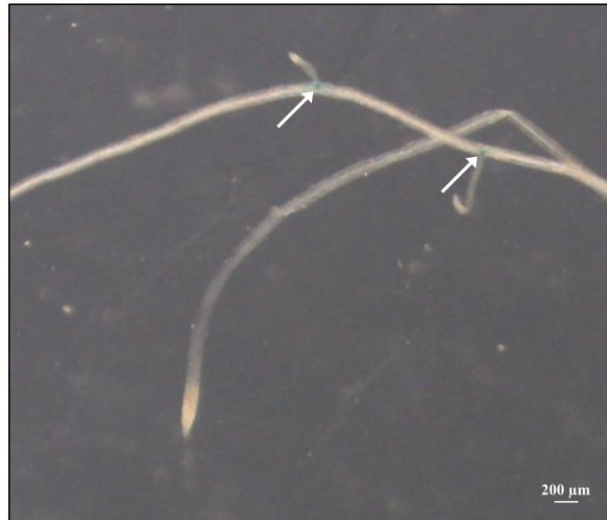

**Figure S1.** GUS assay of the reporter line *promiR2111a::GUS* in uninfected roots. GUS signal is only detected in the lateral root meristem area (white arrows). Scale bar: 200  $\mu\text{m}$ .

How the deposited data were processed for this re-analysis (not part of the article)

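sRNA-seq libraries from galls of Arabidopsis roots infected with M. javanica at 14 dpi (n = 3) and from uninfected control root segments (n = 3) were compared. Sample groups were taken from the deposited sample labels. The RNA-seq, methylation, GUS, qRT-PCR and infection experiments of the paper have no table here and were left out.

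The authors deposited 2 tables. In the first, as deposited by the authors, the signal of each sRNA species (exact sequence) is its number of reads, multiplied by the authors with a constant for each library after adapter trimming. The constants were the smallest step between values of each column, and dividing by them gave whole reads for 100% of the values within 1e-06 reads. In this table the constants were 1.07, 1.11 and 1 for gall replicates 1 to 3 and 1.61, 1.09 and 1.18 for control root replicates 1 to 3. The file lists sequences of 19 to 25 nt with at least 11 reads in total, and it had not been filtered by alignment to the Arabidopsis genome. In the second, the signal deposited by the authors for each 200-bp bin comes from reads that they had aligned to TAIR10 and fitted with edgeR. Its libraries are constant multiples of each other within a group, as the fitted values of a group model are, so the planned limma test of bins was not run and the bins were described by group only. In place of that test, bins were rebuilt for each library from the species with a single exact genome match and tested.

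Recovered read totals ranged from 8640039 in control root replicate 1 to 12785758 in control root replicate 2. For counting error alone, a count of 0 in a library allows up to 3 reads. Shares of species or bins carry exact binomial 95% confidence intervals, which treat each species or bin as independent and so understate the error. With 3 libraries against 3, the smallest p of an exact permutation test is 0.1.

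Species were matched without mismatches to TAIR10 in the TAIR10.1 release, whose chromosome sequences carry the TAIR10 coordinates that the paper's methods name, on both strands, and at most 50 match positions were kept. Species without an exact match were searched for a match after 1 substitution or after removal of a 3′ tail of 1 or 2 nt. Genes and miRNAs were taken from the annotation of the same release, promoters were the 1000 bp upstream of the gene start, and the centromere and pericentromere were 200 kb and 2.5 Mb on each side. Centromere positions of chromosomes 2 to 5 were derived from the bins called pericentromeric in the part of Table S2a in hand.

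sRNA species were tested with limma 3.58.1 (lmFit and eBayes with trend) on the log2 of the deposited value plus a pseudocount of 1, with Benjamini-Hochberg adjustment and an FDR threshold of 0.05. The deposited values had already been scaled by the authors, and no further scaling was applied. edgeR 4.0.16 (quasi-likelihood and glmLRT, both with TMM) and DESeq2 1.42.0 were run on the recovered reads. R 4.3.3, python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and numba 0.67.0 were used. The limma, edgeR and DESeq2 fits were also tested on simulated data with known changes. Shares of reads per library were compared by two-sided exact permutation tests, and shares of species or bins by two-sided Fisher's exact tests.

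The alternatives tried were pseudocounts of 0.5 and 5, a minimum total above 50, detection in at least 3 libraries, other scalings, other tests, an FDR of 0.01, a replicate block, leaving out each library in turn, summed isomiRs, other definitions of detection, a pericentromere of 1.5 Mb and promoters of 2000 bp. Every one of the other splits of the 6 libraries into 3 and 3 was also tested, 10 splits with the real one. The closing section gives the effect of these alternatives.

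The items named in the text follow a rule written before the data were examined. It covers the miRNAs of Table 3 and the miRNA families that the results name, the 5 species with the largest change in each direction, and the first 10 bins of Table S2a with the other bins of AT4G29920. The same rule for the largest bin changes was not applied, since the deposited bins could not be tested. The values of Table 3, Table S6 and the parts of Tables S2a and S3b in hand had been seen when the rule was written. Sequences without a match in the Arabidopsis genome were not printed. A list of 18 animal miRNAs was written from general knowledge before the libraries were searched for the starts of their sequences. TE annotation other than the part of Table S3b in hand was not used here, so TE classes were not tested.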

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

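Of the tests in this part, those of sequencing errors and tails and of a single carry-over rate were chosen after the result was seen, and for the list of animal miRNAs, which was written with its expected outcome beforehand, the number of members that had to be found was settled after the value was known.

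In galls, 6.55 ± 0.122% of the reads (SD, n = 3) belonged to sRNA species that neither match the Arabidopsis genome nor come within 1 substitution or a 3′ tail of 1 to 2 nt of a match. In control roots the share was 2.25 ± 0.0891% (n = 3). All 3 galls lay above all 3 control roots (two-sided exact permutation test, p = 0.1, the smallest that 3 libraries against 3 allow). The result was singled out because the paper's sRNA results do not report on these reads and their share in galls is above that in control roots. In galls, 44.3 ± 5.00% of these reads were 22 nt long, against 17.0% in control roots.

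Sequencing errors and untemplated tails of plant sRNAs are argued against as the whole cause. They would place the excess in species close to a match, where the shares were 3.33 ± 0.417% and 3.19 ± 0.158% (exact p = 0.9), while the ratio of galls to control roots among species without a near match was 2.91. A few abundant sequences are argued against as the whole cause too, since the ratio among all unmatched species, 1.82, was 1.47 without the 10 most abundant of them (6.81 ± 0.284% in galls, 4.62 ± 0.231% in control roots). These 10 held 3.08 ± 0.476% of the reads in galls and 0.821 ± 0.0384% in control roots, which is 2.26 of the 4.44 percentage points by which unmatched reads were more frequent in galls, so they account for part of the excess. Read shares within a library do not depend on its total, and the authors' constant per library leaves them unchanged.

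Reads of the nematode in the galls are a candidate source, which the infection of the galls would supply. A listed animal miRNA counted as found where sRNA species shared its start, not its whole length, and such species were summed (22 for miR-100). Of the 18 listed, 9 were found in galls, all 9 without a match in the Arabidopsis genome. All 9 were at 10 times their control root level or more, and higher in every gall than in every control root. The other 9 were not listed in any library. The 9 had 216789 reads in galls and 42 in control roots, of which miR-100 took 148229 and 22 and miR-71 took 42709 and 12. They made up 0.597% of the gall reads, so they account for a small part of the 6.55%. The list was not specific to M. javanica and no sequence of its genome was in hand, so how much of the remainder is of nematode origin, or comes from other organisms, was not tested.

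Some unmatched species that are abundant in galls had a few reads in control roots. The test took 449 species without a near match at a mean of 100 or more in galls and with every gall above every control root. They were taken with or without reads in control roots. Carry-over of gall reads at a single rate is argued against as the whole cause for these 449 species taken together. The spread of their control root to gall ratio was at least 351.9 times the counting variance in each of the 3 control root libraries. The median of the ratio was 0 in each, which a single low rate could also give. In control root replicates 1 and 3 the pooled rate (0.724 and 0.679 reads per 100 in galls) exceeded the 90th percentile of the ratio (0.557 and 0.140%). In control root replicate 2 it did not (0.392 against 0.542%). A few species can therefore carry much of this spread, and a single rate among the other species was not tested. Carry-over that differs between sequences and traces of other RNA in the control roots stay open.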

How the results depend on the processing

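The alternatives were set before the data were examined, except 8 added later: testing only species that match the genome, the same with TMM scaling, glmLRT with each library left out, the rebuilt bins, the first 52084 bins as the differential ones, rebuilt bins in place of deposited ones for location, a total above 50 for the gall-only and 24 nt shares of differential species, and thinned reads for the counts of species and miRNAs and for the 24 nt share. Unless a cause is given, the cause of a change was not tested.

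Counts of sRNA species depended on the filter, the test and the libraries. The 37548 species higher in galls became 11780 with a minimum total above 50, where fewer species were tested, 18200 with DESeq2, 16267 at an FDR of 0.01, a stricter threshold, 24987 among species matching the genome and 23759 among those with TMM scaling. With each library left out, they ranged from 23292 (without gall replicate 3) to 32748, with 24221 without control root replicate 3. The 3698 species lower in galls became 8520 with glmLRT, 342 at an FDR of 0.01 and 1897 with thinned reads. With each library left out, they ranged from 820 (without gall replicate 1) to 3510, with 953 without gall replicate 3 and 1690 without control root replicate 3. Fewer libraries also give a test less power. The share of called species that were higher in galls was 91.0%, and it lay between 78.5% (total above 50) and 97.9% (FDR of 0.01) under the other pseudocounts, filters, scalings, tests and thresholds, the replicate block, the restriction to species matching the genome and each library left out (89.5% to 97.0%).

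The 11 miRNAs higher in galls became 7 with DESeq2 and 3 at an FDR of 0.01, and ranged from 5 (without gall replicate 1, gall replicate 3 or control root replicate 3) to 11 with each library left out, with 6 without gall replicate 2 and 7 without control root replicate 1. The 16 lower in galls became 25 with the quasi-likelihood test of edgeR, 33 with glmLRT, 27 with DESeq2 and 6 at an FDR of 0.01. With each library left out, they ranged from 3 (without gall replicate 1) to 21 (without control root replicate 1), with 8, 6 and 9 without gall replicate 2, gall replicate 3 and control root replicate 2. By glmLRT, the 13 higher in galls ranged from 5 (without gall replicate 1) to 14 with each library left out, with 7, 8 and 7 without gall replicate 3, control root replicate 1 and control root replicate 3. By glmLRT, the 33 lower ranged from 15 (without control root replicate 2) to 40, with 20 without gall replicate 1.

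Among rebuilt bins, the 13493 higher in galls became 5354 with a total above 50 and 5756 with DESeq2, and ranged from 8952 (without gall replicate 3) to 13902 with each library left out. The 410 lower in galls became 2128 with median-of-ratios scaling, 2066 with TMM, 2668 with the quasi-likelihood test, 3171 with glmLRT, 1213 with DESeq2 and 112 at an FDR of 0.01. With each library left out, they ranged from 172 (without gall replicate 1) to 554, with 185, 268 and 238 without gall replicate 2, gall replicate 3 and control root replicate 2. The share of called bins higher in galls, 97.1%, was 84.2% with median-of-ratios scaling, 84.7% with TMM, 80.8% with the quasi-likelihood test, 79.7% with glmLRT and 82.6% with DESeq2. These settings center the bulk of the bins nearer 0, as TMM moved the median log2 fold change of all rebuilt bins from 0.69 to 0.34.

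The share of differential species detected only in galls, 47.3%, was 64.3% with absence as a mean below 1, 6.84% over all listed species, 43.1% with thinned reads, 40.6% with glmLRT, 59.3% at an FDR of 0.01, 37.5% among species matching the genome, 38.5% among those with TMM scaling and 15.8% with a total above 50. With each library left out it ranged from 47.6% to 75.5% (without gall replicate 3), with 67.4% without gall replicate 1. The share of differential bins listed only in galls, 34.9%, was 54.8% with absence as a mean below 1, 11.3% over all listed bins and 37.0% among the rebuilt bins called by limma. A rebuilt bin at 0 in control roots can have a deposited value above 0 there, so the 37.0% is of an unlike set.

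The 24 nt share of gall-only differential species, 51.3%, was 26.9% with a total above 50, where no control-only differential species was left to compare. Without gall replicate 3 it was 50.0% (49.97%) against 50.2% among control-only differential species (Fisher's exact p = 0.924), so the difference changed sign, and with each library left out the share ranged from 49.0% to 51.9%. Under the other settings it stayed above that of control-only species, between 44.8% (FDR of 0.01) and 79.0% (species matching the genome, with TMM). The arm share of gall-only bins against control-only bins, 79.0% against 94.7% without centromeric bins, was 71.3% against 88.7% with absence as a mean below 1 (Fisher's exact p = 9.57e-37), where 943 bins counted as control-only. Against bins found in both groups, the arm share and the gene or promoter overlap of gall-only bins were higher under every setting run, rebuilt bins included. Only 2385 of the deposited gall-only bins had a rebuilt value, so the rebuilt bins do not test most of them.

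The differences between galls and control roots in the read shares of 24 nt (3.89 percentage points, 0.747 to 5.82 under alternatives), of 21 nt (-4.31, -7.21 to -0.103) and of 24 nt reads beginning with A (5.75, 1.09 to 8.03) kept their sign. None of their p-values can pass 0.05 with 3 libraries against 3, so this says nothing on their stability against a threshold. For the named miRNAs, species and rebuilt bins together, 623 combinations of an item and an alternative kept the direction and the side of the threshold, 29 no longer passed it, 26 newly passed it and 0 changed direction.

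No effect shared by gall and control root replicates of one number was seen. Their correlations after centering were -0.144, -0.140 and -0.150 for species and -0.112, -0.0299 and -0.00951 for rebuilt bins. With 3 libraries per group, these cannot show whether the libraries were collected as pairs. With the replicate number as a block, limma called 36172 species higher and 2901 lower, and 8 miRNAs higher and 11 lower.

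A fit without the filter on low totals was not run, since the deposited table lists no species with a total of 10 or less. The tests of deposited bins, and thinning, leaving out libraries, glmLRT, another FDR and detection in all 3 galls for them, could not be run on fitted values. The alternatives for class II and Helitron shares were not run, because TE names were in hand for part of Table S3b only. Depth limits what absence means, as the smallest library had 8640039 reads and the table lists only species with at least 11 reads in total.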

Differences from the paper's values

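The paper's value of 9 miRNAs detected only in galls compares with 2 here, and the paper's value of 7 detected only in control roots with 0. No alternative was set for this count. The values of the paper's Table S6 hold 2 miRNAs at 0 in every control root and 0 at 0 in every gall. The number of miRNAs found in both groups was 182 here and 168 in the paper.

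The paper's value of 32 repressed miRNAs compares with 16 with limma. Of the alternatives set before the data were examined, the quasi-likelihood test (25), glmLRT (33) and DESeq2 (27) gave counts that do not differ by the criterion of 1.5 times. The count differed under all others: pseudocounts of 0.5 and 5, a total above 50, detection in at least 3 libraries, equal totals, median-of-ratios and TMM scaling, the replicate block, isomiR sums, an FDR of 0.01 and each library left out. glmLRT with TMM is the test that the paper's methods name. It called the 32 miRNAs of Table 3 and miR391-5p.

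The paper's value of 73 control-distinctive bins, from its supplement, counts bins with an annotated TE, and here 19 bins of any kind were listed only in control roots. With absence as a mean below 1, 943 were, which also differs. The paper's arm share of these bins is 16.9% and the share here was 94.7%. It differed also with absence as a mean below 1 (88.7%) and with a pericentromere of 1.5 Mb (100%). The paper's centromere share of common bins is 0.443% and here it was 0.968%, with no alternative set. The paper's bins carry an annotated TE and those here were taken with or without one, so the groups are unlike. Including bins without a TE cannot account for the smaller number of control-only bins here, and the cause of these differences was not tested.

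The limma log2 fold changes of 6 miRNAs differed by more than their standard error from the paper's values in Table 3, all with the same sign. For miR397a the value was 2.28 and the paper's 2.94, and for miR771 -2.04 and the paper's -3.29. For miR172c it was -2.54 and the paper's -3.12, for miR5648-5p -1.76 and the paper's -2.65, for miR170-3p -1.44 and the paper's -2.58, and for miR172e-3p -2.76 and the paper's -3.34. With the quasi-likelihood test, glmLRT and DESeq2, none of the 43 miRNAs of Table 3 with reads in control roots differed. With a pseudocount of 0.5, miR397a, miR771, miR172c, miR5648-5p and miR172e-3p no longer differed, and miR170-3p still did. The replicate block also brought miR397a, miR172c and miR172e-3p within the error, TMM and median-of-ratios scaling miR172c and miR172e-3p, and equal totals and isomiR sums miR397a. Some settings that leave out a library did so for miR397a, miR172c, miR5648-5p, miR170-3p and miR172e-3p. With a pseudocount of 5, a total above 50 or detection in at least 3 libraries, none of the 6 that were tested came within the error. For miR2111a-3p and miR841a-5p, listed at 0 in every control root, only a lower bound of the log2 fold change can be given, 1.56 and 1.60 against a floor of 3 reads over the 3 control roots, and the paper's 4.76 and 4.82 lie above it.

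The paper states that miRNA lengths of 20 and 21 nt predominated in control root libraries and that 24 nt sRNAs were very abundant in gall libraries. Here the 20 nt share was 13.5% in galls and 13.1% in control roots (exact p = 0.9), the 21 nt share 22.2% and 26.5% (exact p = 0.4), and the 24 nt share 26.4% and 22.5% (exact p = 0.3). The means of 21 nt and 24 nt reads lie in the paper's direction. These shares cover only species with at least 11 reads in total. The paper's distribution is of clean reads, so the sets of reads are unlike, and the effect of this was not tested.

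The paper states that rasiRNAs distinctive to control roots lay mainly in pericentromeric regions with limited overlap with genes or promoters. Of the 19 bins listed only in control roots, 18 lay in arms and all 19 overlapped a gene, but these are bins of any kind, none of which is known to carry a TE, so they are not the paper's group. It states that common rasiRNAs were spread over all regions but the centromeres, and here 1371 of the 141609 bins found in both groups lay in centromeres. The gall-only and common bins here are also bins of any kind, so they are not the paper's groups either. The arm share of gall-only bins (79.0%) and their overlap with genes or promoters (68.2%) lie in the paper's direction against bins found in both groups (58.3% and 55.2%). Against all 200-bp bins of the 5 chromosomes (78.2% and 72.4%), the arm share was slightly higher and the overlap lower.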

Other observations

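Of the tests in this part, those of the 24 nt share without a genome match and of control root replicate 2 as the only source of calls were chosen after the result was seen.

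Many more species had reads only in galls (21035) than only in control roots (229). A difference in depth between the groups is argued against as the whole cause, since after thinning all libraries to 8640039 reads there were 30.7 species only in galls for each only in control roots (23939 and 781). Abundant sequences that take up the reads of control libraries are argued against too, because thinning the 24 nt reads alone to 2089447 per library left 11331 and 340 species, a ratio of 33.3. Sequences of the nematode may add to the excess, as 8071 of the gall-only species had no near match in the Arabidopsis genome. Among species with an exact match and thinned reads, 14346 were found only in galls and 590 only in control roots. The infection and the cell types of galls stay open as biological explanations and were not tested apart.

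Gall-only bins lay in arms more often than bins found in both groups, by 20.7 percentage points. That bins with few reads lie in arms is argued against as the whole cause, since against common bins of the same level in galls the difference was 28.1 percentage points, in the same direction in 20 of 20 classes of level. The arm share of gall-only bins (79.0%) was near that of the genome (78.2%), so the comparison rests on common bins being fewer in arms. A biological origin of the difference remains a hypothesis, because how well reads of repeats in pericentromeric regions can be placed was not tested.

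The 24 nt share of gall-only differential species, 51.3%, was lowered by species without a genome match. Among those with a match it was 78.8%, above the binomial interval of the share over all (50.6 to 52.0%). What these unmatched species are was not tested beyond the animal miRNA list.

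Control root replicate 2 had the largest share of miRNA reads (16.4%) and was the highest library for 31 of the 32 repressed miRNAs of Table 3. As the only source of the limma calls it is argued against, since limma still called 9 miRNAs lower in galls without it, against 16 with all libraries. Whether it alone accounts for the fall from 16 stays undecided, because leaving out any library lowers the power of the test: with limma the lowest count came without another library, gall replicate 1, at 3, with 8 and 6 without gall replicates 2 and 3. By glmLRT, leaving out control root replicate 2 lowered the count most, to 15 of 33, and leaving out gall replicate 1 gave 20. No biological explanation of its miRNA level was tested.

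Among the 10 splits of the 6 libraries into 3 and 3, 1 split, the real one, gave as many calls for sRNA species, 1 of 10 for rebuilt bins and 1 of 10 for miRNAs. With limma the other 9 splits gave 0 calls in each. With 10 splits the share cannot fall below 0.1, so chance cannot be excluded by this count.

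In the part of Table S2a in hand, 0 of the 18 bins within 2500000 bp to the right of the centromere of chromosome 2 are called pericentromeric, while all 41 to its left are. On the other 4 chromosomes all such bins on both sides are.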
